# Comparative transcriptomic and proteomic signature of lung alveolar macrophages reveals the integrin CD11b as a regulatory hub during pneumococcal pneumonia infection

**DOI:** 10.3389/fimmu.2023.1227191

**Published:** 2023-09-18

**Authors:** Kristina Zec, Stephanie Thiebes, Jenny Bottek, Devon Siemes, Philippa Spangenberg, Duc Viet Trieu, Nils Kirstein, Nirojah Subramaniam, Robin Christ, Diana Klein, Verena Jendrossek, Maria Loose, Florian Wagenlehner, Jadwiga Jablonska, Thilo Bracht, Barbara Sitek, Bettina Budeus, Ludger Klein-Hitpass, Dirk Theegarten, Olga Shevchuk, Daniel R. Engel

**Keywords:** alveolar macrophage, proteomics, bioinformatics, transcriptomics, infection

## Abstract

**Introduction:**

*Streptococcus pneumoniae* is one of the main causes of community-acquired infections in the lung alveoli in children and the elderly. Alveolar macrophages (AM) patrol alveoli in homeostasis and under infectious conditions. However, the molecular adaptations of AM upon infections with *Streptococcus pneumoniae* are incompletely resolved.

**Methods:**

We used a comparative transcriptomic and proteomic approach to provide novel insights into the cellular mechanism that changes the molecular signature of AM during lung infections. Using a tandem mass spectrometry approach to murine cell-sorted AM, we revealed significant proteomic changes upon lung infection with *Streptococcus pneumoniae.*

**Results:**

AM showed a strong neutrophil-associated proteomic signature, such as expression of CD11b, MPO, neutrophil gelatinases, and elastases, which was associated with phagocytosis of recruited neutrophils. Transcriptomic analysis indicated intrinsic expression of CD11b by AM. Moreover, comparative transcriptomic and proteomic profiling identified CD11b as the central molecular hub in AM, which influenced neutrophil recruitment, activation, and migration.

**Discussion:**

In conclusion, our study provides novel insights into the intrinsic molecular adaptations of AM upon lung infection with *Streptococcus pneumoniae* and reveals profound alterations critical for effective antimicrobial immunity.

## Introduction

Bacterial respiratory infections are mainly caused by the gram-positive bacterium *Streptococcus pneumoniae* (*S. pneumoniae*) (1). Children, elderly patients, and individuals with certain underlying conditions, such as immunosuppressive states, are at increased risk of developing an invasive and severe disease (2). Alveolar macrophages (AM) are lung-resident cells that perform critical functions and represent the first line of defense against respiratory pathogens. Immunosuppressive interactions between AM and the alveolar epithelium maintain AM in a quiescent state (3, 4). Upon infection, ligation of several activating receptors, such as Toll-like receptors (TLRs) and cytokine receptors, overrides the inhibition and results in AM activation to clear the pathogen (5, 6). Activated AM exhibits enhanced phagocytosis, reactive oxygen species (ROS), and cytokine production (7). Importantly, AM must coordinate their response to ensure efficient clearance of pathogens while limiting excessive inflammation that could damage the alveoli and impair lung function. Among other important functions, AM phagocytose *S. pneumoniae* and recruit neutrophils to the site of infection (8, 9). Subsequently, AM also become important in removing apoptotic neutrophils (10), but the molecular adaptations during infections with *S. pneumoniae* are incompletely understood.

CD11b (also known as ITGAM) is a cell surface protein that is present in various immune cells. AM express only low levels of this integrin in homeostasis (3), but increased expression has been observed under inflammatory conditions and in infections with *S. pneumoniae* (11, 12). Regarding bacterial lung infections, CD11b-deficient mice showed increased infection strength after challenge with *S. pneumoniae* (13), suggesting a critical role of CD11b expression by AM. However, further studies are required to study the cell-specific regulation of CD11b and how CD11b influences the phenotypical and functional changes of AM, leading to the regulation of lung inflammation. Using large-scale proteomics, transcriptomics, and functional assays, we observed substantial molecular adaptations of AM during *S. pneumoniae* lung infection. Among others, comparative transcriptome and proteome analyses unraveled CD11b as a regulatory hub in AM, influencing AM plasticity, activation, and regulation of neutrophil recruitment during *S. pneumoniae* infection.

## Materials and methods

### Animals

Mice were bred and housed under specific pathogen-free conditions in the central animal facility at the University Hospital Essen and were allowed to eat and drink *ad libitum*. C57BL/6 mice (WT), 8–12 weeks of age, from Charles River, were used. The animal experiments were approved by the local animal review board of the government (Bezirksregierung Köln, Landesamt für Natur, Umwelt und Verbraucherschutz NRW in Recklinghausen, Germany), 81-02.04.2017.A470. Experimental mice were euthanized with cervical dislocation under isoflurane anesthesia for the isolation of organs.

### Culture of *S. pneumoniae* for intratracheal infection experiments

For bacterial lung infection, a pneumococcal serotype 1 strain (*S. pneumoniae* SV1, ATCC 33400) was used. *S. pneumoniae* were grown overnight on Columbia blood agar plates (Oxoid, PB5039A) at 37°C, single colonies were resuspended and cultured in 10 ml Brain–Heart Infusion Broth (Thermo Fisher Scientific, Im Steingrund 4-6, 63303 Dreieich, Germany) to mid-logarithmic phase (OD600 = 0.045–0.055; NanoDrop 1000), and 800 µl of culture was frozen at −80°C with 200 µl of 86% glycerol. For infection, bacteria were cultured to mid-logarithmic phase, centrifuged at 1,500×*g* for 10 min at 4°C, and resuspended in 550 µl PBS; 50 µl per animal corresponding to 1 × 10^8^ CFU *S. pneumoniae* was used for infection.

### Intratracheal infection with *S. pneumoniae*

Mice were anesthetized with ketamine/xylazine intraperitoneal injection at 80 mg/kg and 10 mg/kg body weight, respectively. To perform intratracheal instillation, the mouse was laid on a 60° angled self-made stand and secured by a Velcro. The teeth of the mouse were suspended on a thin rubber band, and the tongue was pulled out. Using a small-animal laryngoscope (73-4867, Harvard Apparatus, 84 October Hill Road, Holliston, Massachusetts 01746, United States), a 22-G cannula with a blunted end was inserted into the mouse trachea. The needle was removed, and 50 µl of the liquid was pipetted into the cannula. MiniVent 845 (73-4867, Harvard Apparatus) was connected to the cannula to evenly spread the liquid throughout the lungs and ventilate the lungs.

### Bronchoalveolar lavage

For bronchoalveolar lavage (BAL) extraction, the fur was wetted with ethanol and dissected to expose the rib cage. The diaphragm and lower part of the rib cage were removed to visualize the lung. The trachea was exposed by the removal of salivary glands and adventitia and cannulated with a 22-G needle (B. Braun Melsungen AG, BRAUN-4254090B). Ice-cold PBS containing 2 mM EDTA was injected with a 1-ml syringe. The first lung lavage was performed with 0.7 ml and three subsequent washes with 0.5 ml of buffer. Cell-free supernatant from the first lavage was used for the assessment of soluble molecules by ELISA, and cell pellets were combined from all four washes and used to analyze the cellular compartment by flow cytometry. The determination of BAL fluid CXCL1 was carried out using the Multiplex assay from Bio-Rad Laboratories GmbH, Kapellenstr. 12, 85622 Feldkirchen, Germany (171G5018M) according to the manufacturer’s protocol. Total protein content in the BAL was determined using Pierce™ BCA Protein Assay Kit (#23225) following the manufacturer’s protocol.

### Dissociation of murine lung into single cells

To obtain a single-cell suspension of murine lungs, the fur was wetted with ethanol and dissected to expose the rib cage. The diaphragm was removed, and the whole lung was cut out and separated from the heart. Lungs were disaggregated with 3 ml of PBS supplemented with 0.5 mg/ml collagenase D and 0.2 mg/ml DNAse I and placed in a six-well plate. Each lobe was injected with the digestion medium using a 26-G needle to facilitate the diffusion of the medium through the tissue. After 5 min of incubation at RT, the lung was disrupted with fine-toothed forceps and transferred into 5 ml polystyrene tubes, which were incubated in a water bath for 30 min. The tissue was resuspended every 10 min to mechanically boost the digestion process. The resulting single-cell suspension was filtered (100 µm), pelleted for 5 min at 4°C and 400×*g*, and processed for flow cytometry.

### Flow cytometry and cell sorting

#### Extracellular staining

The single-cell suspension (1/10 of the total lung) was liberated from erythrocytes using RCB buffer (ammonium chloride: 146 mmol, EDTA disodium: 0.2 mmol, sodium bicarbonate: 24 mmol). Antibodies were mixed in a solution of human immunoglobulins (*c* = 1.5 mg/ml, PZN-01700625, CSL Behring GmbH, Emil-von-Behring-Straße 76, 35041 Marburg, Germany) and 20 μl was added onto cell pellets, followed by a 20-min incubation at 4°C in the dark. Either 0.05 µg or 0.1 µg of each antibody were used per sample. Unbound antibodies were washed away, and the cell pellets were resuspended in PBS with 2 mM EDTA and 2% FCS (FACS buffer) for subsequent measurement on the BD LSR Fortessa II. Ten thousand Calibrite™ APC beads (BD Biosciences, Tullastraße 8-12, 69126 Heidelberg, Germany, 340487) were added to each sample to extrapolate the total cell number in the lung. BD Aria III was used for sorting AM for transcriptome and proteome analyses. Briefly, AM were identified as CD45^+^, CD11c^+^, and Siglec-F^+^ cells, whereas neutrophils were delineated based on CD45, CD11b, and Ly6G expression.

#### Intracellular staining

Intracellular staining was carried out after the staining of extracellular antigens, followed by fixation with 4% paraformaldehyde (PFA). Briefly, the cell pellet was resuspended in 100 µl of 4% PFA and incubated at 4°C for 10 min. Subsequently, cells were washed with 2 ml FACS buffer, followed by a wash with 2 ml of BD Perm/Wash (554723, BD Biosciences). A 15-min incubation step with 1 ml of perm/wash was carried out to transiently permeabilize the cells. After that, anti-mouse MPO (Hycult biotechnology b.v., Frontstraat 2A, 5405 PB Uden, Netherlands, HM1051BT) was added at 0.1 µg per sample and incubated for 30 min at 4°C in the dark. Next, Streptavidin Alexa Fluor 647 (Invitrogen is part of Thermo Fisher Scientific, Im Steingrund 4-6, 63303 Dreieich, Germany, S21374) was added at 1 µg per sample and incubated for 30 min at 4°C in the dark. The final washing step was carried out with 1 ml perm/wash, and the samples were redissolved in FACS buffer for the acquisition.

### Reactive oxygen species detection

AM reactive oxygen species (ROS) production was determined by flow cytometry using the CellROX kit from molecular probes (Thermo Fisher Scientific, C10491) according to the manufacturer’s protocol. Briefly, 3 × 10^5^ cells from the lung single-cell digests were resuspended in 100 µl of complete RPMI 1640 and incubated with 1 µM CellROX Deep red dye for 30 min at 37°C. Excess dye was washed away with 1 ml PBS, and cells were subsequently stained for extracellular markers.

### Preparation of AM for LC-MS/MS proteome

A detailed description of sample preparation, protein detection, and analysis can be found in ref (14). In brief, AM (1 × 10^5^) was lysed in 50 mM ammonium bicarbonate buffer containing 0.1% RapiGest Surfactant. The samples were reduced with 20 mM dithiothreitol for 30 min at 60°C and subsequently alkylated with 15 mM iodoacetamide for 30 min at room temperature, protected from light. Proteins were digested using 22.5 ng of trypsin per sample overnight at 37°C. The digestion was stopped by adding 0.5% trifluoroacetic acid, and the precipitated RapiGest was removed by centrifugation. Peptides were dried in vacuo, and 350 ng of peptides in 15 µl of 0.1% trifluoroacetic acid was subjected to an Orbitrap Elite mass spectrometer coupled to an Ultimate 3000 RSLCnano system. The peptides were preconcentrated for 7 min on a trap column (Acclaim PepMap 100, 300 µm × 5 mm, C18, 100 Å, flow rate: 30 µl/min) and subsequently separated on an analytical column (Acclaim PepMap RSLC, 75 µm × 50 µm, nano Viper, C18, 2 µm, 100 Å) by a gradient from 5% to 40% solvent B over 98 min (flow rate: 400 nl/min; column oven temperature: 60°C). Full-scan MS spectra were acquired by data-dependent acquisition (DDA) in the Orbitrap analyzer. Tandem spectra were measured in the linear ion trap following peptide fragmentation by collision-induced dissociation.

### Protein identification and data analysis

Peptides were identified using the Proteome Discoverer Software (v.1.4.1.14). The mass spectra were searched against the UniProtKB/Swiss-Prot database (release 2016_05, 551,193 entries) restricted to *Mus musculus* using the Mascot search engine (v.2.5). The mass tolerance was set to 5 ppm for precursor ions and 0.4 Da for fragment ions. One tryptic miscleavage was considered as well as chemical modifications of methionine (oxidation) and cysteine (propionamide). The percolator function, implemented in the proteome discoverer, was used to estimate peptide confidence, and only peptides that passed a false discovery rate (FDR) of<1% (FDR-adjusted *p*< 0.01) were considered for analysis. Ion intensity-based label-free quantification was performed using Progenesis QI for proteomics. To account for retention time shifts, LC-MS runs were aligned to one run automatically chosen by the software. A master list of features considering retention time and m/z was generated considering peptide ions with a minimum three isotopic peaks and charges state of +2, +3, and +4. The peptide identifications (peptide spectrum matches) from Proteome Discoverer were imported into the software and matched to the respective features. The protein abundances were calculated considering the normalized ion intensities of all nonconflicting peptides of a protein. Normalized protein intensities were further analyzed using bioinformatics and statistical analysis.

### AM transcriptome

AM (1 × 10^5^) were sorted using BD FACS Aria III in 100 µl of RLT lysis buffer (Qiagen GmbH, QIAGEN Straße 1, 40724 Hilden, Germany, 79216), and RNA was extracted using RNeasy Micro Kit (Qiagen, 74004) according to the manufacturer’s protocol. Using the Affymetrix IVT Pico protocol, 10 ng of total RNA was prepared and then analyzed on the Clariom S mouse array (Thermo Fisher Scientific, 902971). Hybridization, washing, and staining of the arrays were done on the GC Scanner 3000. RNA signal summarization and analysis of differentially expressed genes were performed using Partek GS v6.6 software.

### Bioinformatics and statistical analysis

Normality was tested with the Shapiro–Wilk test and homogeneity of variance with Levene’s test. For the log2 FC computation, $\text{FC}={\text{log}}_{2}\left(\frac{\bar{x_{1}}}{\bar{x_{2}}}\right)$ , was used, where $\bar{x_{1}}$ and $\bar{x_{2}}$ are the mean values of the conditions. SNR was calculated using $\text{SNR}=\left(\frac{\bar{x_{1}}-\bar{x_{2}}}{d_{1}+d_{2}}\right)$ with *d*1 and *d*2 representing the respective standard deviations. For normally distributed data, *p*-values were determined using Student’s *t*-test or Welch’s *t*-test depending on the homogeneity of variance, and for nonnormally distributed data, the Mann–Whitney *U* test was used. Subsequently, the *p*-values were adjusted for the FDR with Benjamini–Hochberg. Significant regulation was considered for the proteins and transcripts with log2 FC > ± 1 and *p*-value< 0.05.

Overrepresentation (disease ontology semantic enrichment DOSE_v.3.16.0, DO.db_v.2.9, only molecules with an absolute SNR of >2.8 were included), gene set enrichment (GSEA4.0.3, http://download.baderlab.org/EM_Genesets/July_01_2020/Mouse/UniProt/Mouse_GO_AllPathways_with_GO_iea_July_01_2020_UniProt.gmt), and Cytoscape (Cytoscape_v3.8.0, ClueGO v2.5.7, gene ontology databases from 05 August 2020, min GO level = 3, max GO level = 8, number of genes = 3, min percentage = 3.0, Kappa score threshold = 0.4) were used for functional enrichment analysis. The normalized enrichment score (NES) was calculated according to a previously published algorithm (15). The normal distribution was tested with the D’Agostino–Pearson omnibus normality test. Conditions were statistically compared by Mann–Whitney *U* test (two groups) or Kruskal–Wallis test (more than groups). A two-way analysis of variance was applied for the comparison of multiple parameters (i.e., time and genotype of mice).

Heatmaps were generated in RStudio with the packages gplots (3.1.1) and circlize (0.4.14).

### Data availability

Processed transcriptome and proteome data are available as supplementary tables. The mass spectrometry data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD035269. The transcriptome data have been deposited via the NCBI partner repository with the GEO submission (GSE213547) and the NCBI tracking system #23319940.

## Results

### Lung infection by *S. pneumoniae* profoundly changes the proteome of AM

To study the proteomic changes in AM upon bacterial lung infection, mice were intratracheally infected with *S. pneumoniae*, and the number of CD45^+^, Siglec-F^+^, and CD11c^+^ AM was determined until day 3 postinfection (**Figures 1A, B**; **Supplementary Figure S1**). A slight reduction in AM was observed on day 1, and the population recovered by day 3 postinfection (**Figure 1B**). To delineate the molecular adaptations of AM upon lung infection, AM was isolated by cell sorting from lung digests on day 2 after infection and from control mice (**Supplementary Figure S1**). Proteins were extracted and processed for measurements by DDA LC-MS/MS. In total, 3,607 proteins were detected, of which 502 proteins were significantly upregulated and 836 were significantly downregulated (**Figure 1C**; **Supplementary Table S1**). Dimensionality reduction by a principal component analysis (PCA) indicated a strong separation of control and infected AM, with a high degree in the first component of 41.84% (**Figure 1D**; **Supplementary Table S1**). Gene set enrichment analysis (GSEA), which assigns classes of proteins to specific functional pathways, indicated reduced expression of molecules of the *actin filament*, *neurotransmitters*, and *growth factors* as well as *cargo* and *degradation* (**Figure 1E**; **Supplementary Tables S1**, **S2**). In contrast, proteins associated with the *endoplasmic reticulum*, the *ribosome*, and the *defense response* were significantly enriched (**Figure 1F**; **Supplementary Table S3**). Furthermore, disease ontology analysis (DOSE) indicated that the altered proteome of AM was associated with lung-specific diseases. Among others, DOSE indicated the diseases “lung diseases” and “*COPD*”, and interestingly, CD11b was curated to those disease ontologies (**Figure 1G**; **Supplementary Table S4**).

**Figure 1:**
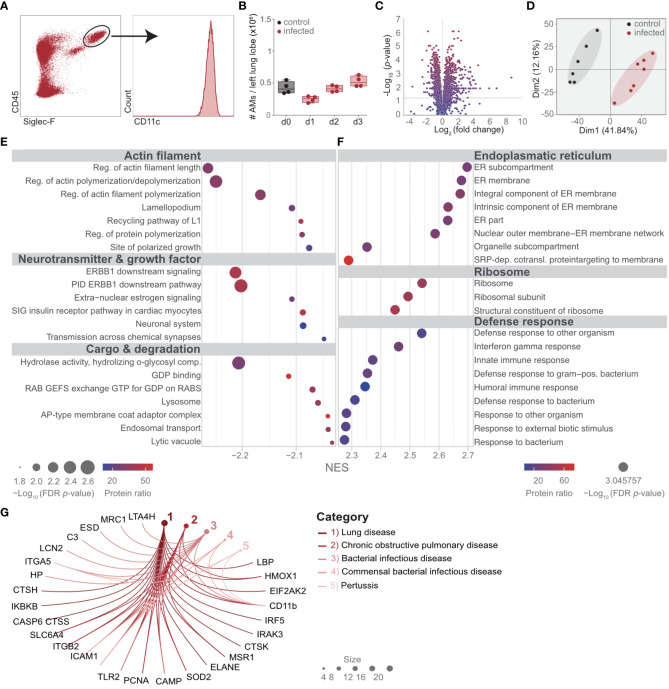
*Streptococcus pneumoniae* lung infection profoundly changes the proteome of AM. Mice were infected with 10^8^ CFUs of *S. pneumoniae* and killed on the days indicated **(B)** or on day 2 (d2) postinfection **(A, C–G)**. **(A)** The gating strategy of AM for quantitative analysis **(B)** and for cell-sorting (further details in **Supplementary Figure S1**). **(B)** Quantitative longitudinal analysis of AM after *S. pneumoniae* infection by flow cytometry. **(C, D)** AM were isolated by cell sorting as indicated in **(A)**, and the proteome was determined by LC-MS/MS. Statistical analysis of the AM proteome in control versus d2 postinfection visualized by the volcano plot. **(D)** PCA of the AM proteome in control versus day 2 after *S. pneumoniae* infection. **(E, F)** Gene set enrichment analysis of the proteome of AM to identify protein classes and pathways significantly altered on d2 postinfection compared to control mice. **(G)** Disease ontology analysis of AM proteome at day 2 after infection; shown are the pathways that contained CD11b. Molecules with an absolute signal-to-noise ratio of >2.8 were included. The data are from min to max with a line indicating the median and a box extending from the 25th to 75th percentiles, and the Kruskal–Wallis test for comparison of multiple groups was used **(B)**. *n* = 7 (control) and *n* = 6 (infected) **(A, C–G)** or indicated by the number of points **(B)**.

These data indicate a strong proteomic switch in AM, which might be involved in the regulation of the immune response during lung infection with *S. pneumoniae.*

### AM express neutrophil-associated molecules upon lung infection on a protein level

To identify the most differentially expressed proteins in AM upon infection, we calculated the signal-to-noise ratio of proteins in AM from infected versus control mice (**Figure 2A**). Among the top downregulated proteins, we found immunosuppressive molecules such as NT5E, a surface enzyme that hydrolyses the danger signals ATP and ADP into anti-inflammatory adenosine. Furthermore, cysteine protease CASP6, which regulates cell death, and lysosomal enzymes involved in carbohydrate (GAA, FUCA1) and lipid metabolism (NCP2, LPIN1) were strongly downregulated. On the other hand, the phagocytic receptor LBP, myeloperoxidase (MPO), the antimicrobial protein lipocalin (LCN2), the proinflammatory transcription factor IRF5, complement protein CFB and complement receptor 3, CD11b, as well as proteins in the NO generation pathway, e.g., ASS1, GCH1, and MSR1A, were among the 20 most overexpressed proteins (**Figure 2A**). Interestingly, the DNA topoisomerase TOP2A was also strongly upregulated, suggesting *in situ* proliferation of AM, accounting for the recovery after the slight decrease on day 2 postinfection (**Figure 1B**). Using the strongly enriched molecules upon infection, we performed a protein–protein interaction analysis through STRING. Such enrichment analysis identified CD11b with the most interaction partners among the top 20 enriched molecules (**Figure 2B**). Detailed analysis of individual proteins of the proteomic dataset revealed increased expression of molecules associated with “scavenger receptors” and “integrins” (**Figure 2C**; **Supplementary Table S1**). We observed increased expression of the pattern recognition receptors MSR1, MARCO, CD68, and ITGA5, as well as C-type lectins, CLEC10A (MGL, CD301a), and CLEC6A (dectin-2), and complement receptors capable of recognizing necrotic cells by complement-mediated phagocytosis, such as CR3 (CD11b/CD18) and CR4 (CD11c/CD18). We found that the lung infection drives AM to upregulate proteins of the “antigen presentation” machinery, such as class I and class II histocompatibility molecules MHCI and MHCII, calnexin (CANX), calreticulin (CALR), and transporters associated with antigen processing (TAP1, TAP2), suggesting activation and phagocytosis of foreign antigens. The activated phenotype of AM was further evident by proteins of the “IFN signaling” cascade, “TLR signaling”, and downregulation of several “caspases”. In addition to CD11b, several proteins are known to be strongly expressed by neutrophils, such as myeloperoxidase (MPO), the antimicrobial protein lipocalin (LCN2), neutrophil gelatinase-associated lipocalin (NGAL), and neutrophil elastase (ELANE), were strongly enriched in AM upon infection (**Figure 2C**; **Supplementary Table S1**). These data indicate specific proteomic changes in AM upon infection and suggest an activated phenotype of AM with phagocytic activity.

**Figure 2:**
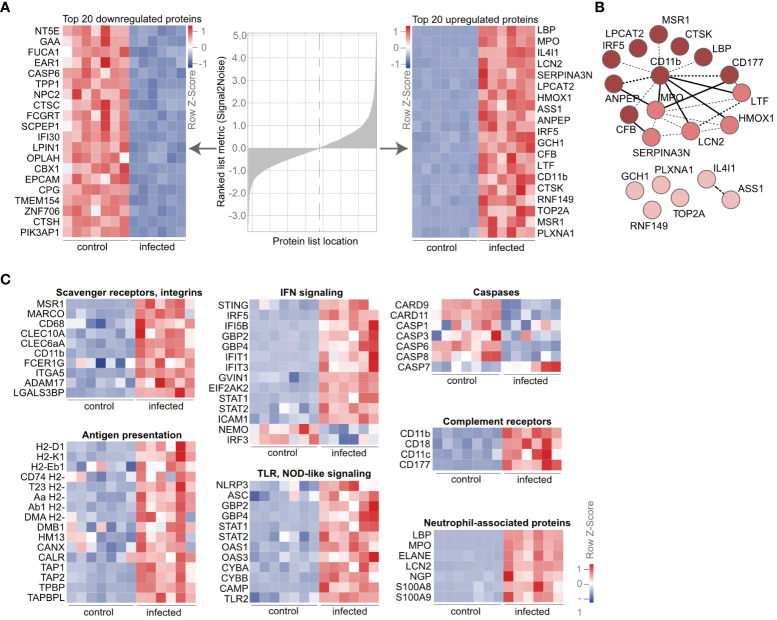
AM express neutrophil-associated proteins during lung infection. **(A)** Mice were infected with *S. pneumoniae*, and AM from control and infected mice were isolated by cell sorting as indicated in **Figure 1A**. The proteome was determined by LC-MS/MS, and the heat map of the most down- and upregulated proteins at day 2 post-*S. pneumoniae* infections were ranked by signal-to-noise ratio. **(B)** STRING network of the top 20 upregulated proteins from **(A)** (https://version-11-0b.string-db.org/cgi/network?networkId=bxjxswWZpYme). The color code indicates clusters based on *k*-means (*k* = 3), while dashed lines indicate edges within one cluster and solid lines between different clusters. **(C)** Heat map of regulated molecules and pathways upon infection. Order in the subclusters according to fold change. **(A–C)** *n* = 7 (control), *n* = 6 (infected). IFN, interferon; NOD, nucleotide-binding oligomerization domain; TLR, Toll-like receptor.

### AM recruit and phagocytose neutrophils upon lung infection with *S. pneumoniae*

We hypothesized that the accumulation of neutrophil-associated proteins in AM and the upregulation of scavenger and complement receptors were consequences of neutrophil recruitment and subsequent phagocytosis. Indeed, strong expression of MPO was detected in the infected lung, and a high number of neutrophils were recruited into the BALF and the lung tissue upon infection (**Figures 3A–C**; **Supplementary Figure S2**). Moreover, we observed stronger expression of CXCL1 in the BALF and by AM (**Figures 3D, E**). Increased abundance of neutrophils in the lung was also associated with intracellular expression of the neutrophil marker Ly6G in AM (**Figure 3F**), suggesting recruitment and phagocytosis of neutrophils through AM during lung infection with *S. pneumoniae*.

**Figure 3:**
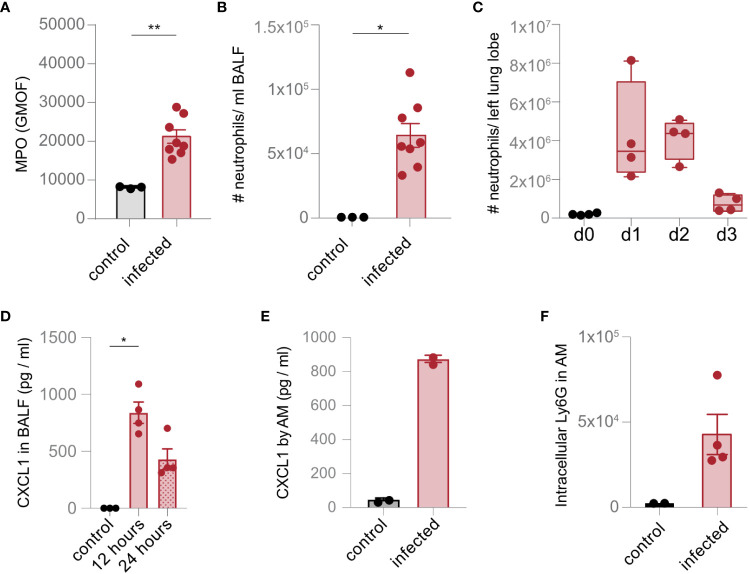
AM recruit and phagocytose neutrophils upon lung infection with *S. pneumoniae*. **(A)** The level of MPO was measured in the lung in control mice and 1 day after infection (infected) by flow cytometry. **(B, C)** The number of Ly6G^+^ neutrophils in the BALF **(B)** and the lung **(C)** were analyzed by flow cytometry (gating scheme in **Supplementary Figure S2**) 1 day after infection **(B)** and at the time points indicated **(C)**. **(D)** The expression of CXCL1 was determined by a multiplex assay 1 day after infection. **(E)** AM were isolated by cell sorting (gating scheme in **Figure 1A**). Cells were left unstimulated (control) or incubated with *S. pneumoniae* (infection). The expression of CXCL1 was evaluated by flow cytometry 24 h after stimulation. **(F)** Phagocytosis of neutrophils by AM was determined *ex vivo* by intracellular staining of Ly6G in AM on day 2 after *S. pneumoniae* infection by flow cytometry. The data are from min to max with a line indicating the median and a box extending from the 25th to 75th percentiles **(C)** or mean ± SEM **(A, B, D–F)**; ^*^ *p<* 0.05; ^**^ *p<* 0.01, Kruskal–Wallis test **(C, D)**, and Mann–Whitney *U* test **(A, B, E, F)** were used. *n* = indicated by the number of points.

### Transcriptomic analysis reveals increased CD11b transcript and ROS production by AM upon *S. pneumoniae* infection

Our data indicate that the proteome of AM is strongly influenced by the phagocytosis of neutrophils. 

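The deposited arrays cover 19505 genes of sorted AM. Among them are *Itgam*, which encodes CD11b, the chemokine genes *Cxcl1*, *Cxcl2* and *Cxcl3*, whose products draw neutrophils, and *Siglecf*, which encodes the lectin used to sort AM. They compare AM taken 12 h after infection of mice with 100000000 CFU of *S. pneumoniae* with AM of control mice. AM were sorted as CD45, CD11c and Siglec-F positive cells at 100000 cells per sample, and 10 ng of RNA per sample was prepared for the Clariom S mouse array. The paper names the Affymetrix IVT Pico protocol for this step and Partek software for the signals, whereas the labels of the arrays name repeated in vitro transcription with other kits and GCRMA and MAS5 as processing tools. 5 control arrays and 5 infected arrays were deposited. The linear values in the paper's Table S5 match the 5 control arrays and infected arrays 11, 12, 13 and 15. The paper gives no reason for leaving out infected array 14, so each result was computed over these 9 arrays first and then over all 10.

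Levels are log2 signals, and a log2 fold change is the mean of the infected arrays minus the mean of the control arrays. Each gene was tested with limma, and a gene was called at an adjusted p under 0.05 over the 19505 genes. 41 gene lists, written before the data were examined, were tested with camera at a preset correlation between genes of 0.01 and again with a correlation estimated from the arrays. Other splits of the 9 arrays called at least 1 list in 84 of 99 cases at the preset correlation and in none with an estimated correlation. Many of these splits share out the infected arrays unevenly between the groups, so neither count is a rate of false calls. Splits with 2 infected arrays in each group still called 0 to 14 lists at the preset correlation. Such calls thus also arose where infection was nearly balanced. Nothing states that the samples of a group came from separate mice, so all p-values measure the spread between samples.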

To provide further information on the cell-specific molecular adaptations of AM upon *S. pneumoniae* lung infection and to analyze specific molecules, i.e., *Cd11b*, on a transcriptional level, we measured the transcriptome of cell-sorted AM. 

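AM shifted a large part of their genes within 12 h of infection. The 10 largest rises were those of *Lcn2*, *Il6*, *Inhba*, *Met*, *Mmp14*, *Acod1*, *Ptgs2*, *Zc3h12c*, *Vnn3* and *Slc7a11*. *Met*, the receptor for hepatocyte growth factor, rose by a log2 fold change of 4.55, and *Mmp14*, a membrane protease that opens the matrix, rose by 4.23. *Ptgs2*, which encodes cyclooxygenase-2 and makes prostaglandins, rose by 4.09, and *Vnn3*, a pantetheinase, rose by 3.99. The 10 largest falls were those of *Tlr5*, *Agmo*, *Krt19*, *Kazald1*, *Bmx*, *Dnah11*, *Hepacam2*, *Cpne5*, *Tppp3* and *Arhgap15*. *Tlr5*, the receptor for bacterial flagellin, fell by 2.62 on the log2 scale, *Agmo*, which cleaves ether lipids, fell by 2.24, and *Bmx*, a Tec family kinase, fell by 2.14.

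limma called 2465 genes higher and 2758 genes lower in infected AM, of which 317 rose and 217 fell by more than 2-fold. In 2223 genes every infected array lay above every control array, and in 2523 genes every infected array lay below, where chance gives 1.59% of genes in all. Over all 10 arrays, 2215 genes were higher and 2570 lower, and 4476 of the 5223 genes called on 9 arrays were called again in the same direction. Of the 534 genes changed more than 2-fold, 531 were called again. *Vnn3* and *Mmp14* stood lower in infected array 14, at 7.28 and 9.65 against infected means of 9.60 and 11.13, and their log2 fold changes over 10 arrays were 3.53 and 3.93. In a principal component analysis of the 19505 genes, component 1 held 36.2% of the variance. All infected arrays lay on one side of component 1 and all control arrays on the other (exact permutation test, two-sided p = 0.0159, the smallest p that 4 arrays against 5 allow). With infected array 14, component 1 held 32.3% and still parted the groups (exact permutation test, two-sided p = 0.00794, the smallest for 5 against 5).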

Principal component analysis indicated pronounced transcriptomic changes in AM upon infection (**Figure 4A**; **Supplementary Table S5**). Among others, we observed strong upregulation of molecules involved in neutrophil recruitment, such as *Ccl9*, *Cxcl1*, *Cxcl2*, *Cxcl3*, *Cd11b*, *Lcn2*, *S100a8*, and *S100a9*, as well as increased expression of *Cd11b* (**Figures 4B, C**; **Supplementary Table S5**). Moreover, *Cxcl1*, *Cxcl3*, *Ccl9*, and *Lcn2* were among the most significantly regulated (**Figure 4D**; **Supplementary Table S5**). 

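The neutrophil recruitment genes that the paper names rose in infected AM. *Cxcl1*, *Cxcl2* and *Cxcl3*, which encode ligands of the neutrophil receptor CXCR2, had log2 fold changes of 2.58, 2.12 and 3.39. *Ccl9*, a CC chemokine gene, rose by 2.82. *Lcn2*, which encodes lipocalin-2 and withholds iron from bacteria, rose from a control level of 6.74 to 12.25, a 45.6-fold change. *Itgam*, the gene of CD11b, which lets leukocytes adhere and take up complement-coated bacteria, rose 2.98-fold.

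All 8 genes that the paper names here were called higher, and the largest adjusted p among them was 3.0e-05, that of *S100a8*. Adjusted over the list alone, all 8 were higher as well, although the study chose the list on these samples, so this is not independent evidence. Of 6 genes of CXCR2 ligands, 4 were higher and none was lower (4 higher adjusted over the list alone), with a median log2 fold change of 1.21 and a camera adjusted p of 1.6e-05 (adjusted p = 0.043 with an estimated correlation). The paper had named *Cxcl1*, *Cxcl2* and *Cxcl3* on these samples, so this list is not independent evidence either. The fourth gene called was *Cxcl15*, a lung chemokine gene, at 0.30 (adjusted p = 0.037). Its call was lost over 10 arrays and when infected array 11 or 13 or control array 1 or 5 was left out. Among 22 other chemokine genes, 14 were higher and 2, *Ccl6* and *Cx3cl1*, lower, both over all genes and adjusted over the list alone (camera adjusted p = 2.5e-07, and 0.011 with an estimated correlation). Besides *Ccl9*, the largest changes were those of *Cxcl13*, which draws B cells, at 2.52, *Ccl4*, which draws monocytes and T cells, at 2.46, and *Ccl17*, which draws T cells, at 2.06.

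*Itgam* had a log2 fold change of 1.57 (standard error 0.12, adjusted p = 2.9e-07 from limma), and all 4 infected arrays lay above all 5 control arrays (exact permutation test, two-sided p = 0.0159, the smallest possible). In infected array 14, which the paper did not use and for which it gives no reason, *Itgam* stood at 8.94, within the range of the control arrays, and over 10 arrays its log2 fold change was 1.30 (adjusted p = 8.6e-04). The same array held *Cxcl1* at 9.40, *Ccl9* at 12.24 and *Lcn2* at 12.20, near the other infected arrays, and *Cxcl3* at 11.25, below them. Over 10 arrays all 8 genes were again called higher, and the camera adjusted p of the list with an estimated correlation was 0.0065, after 0.02 over 9.

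**Figure D1:**
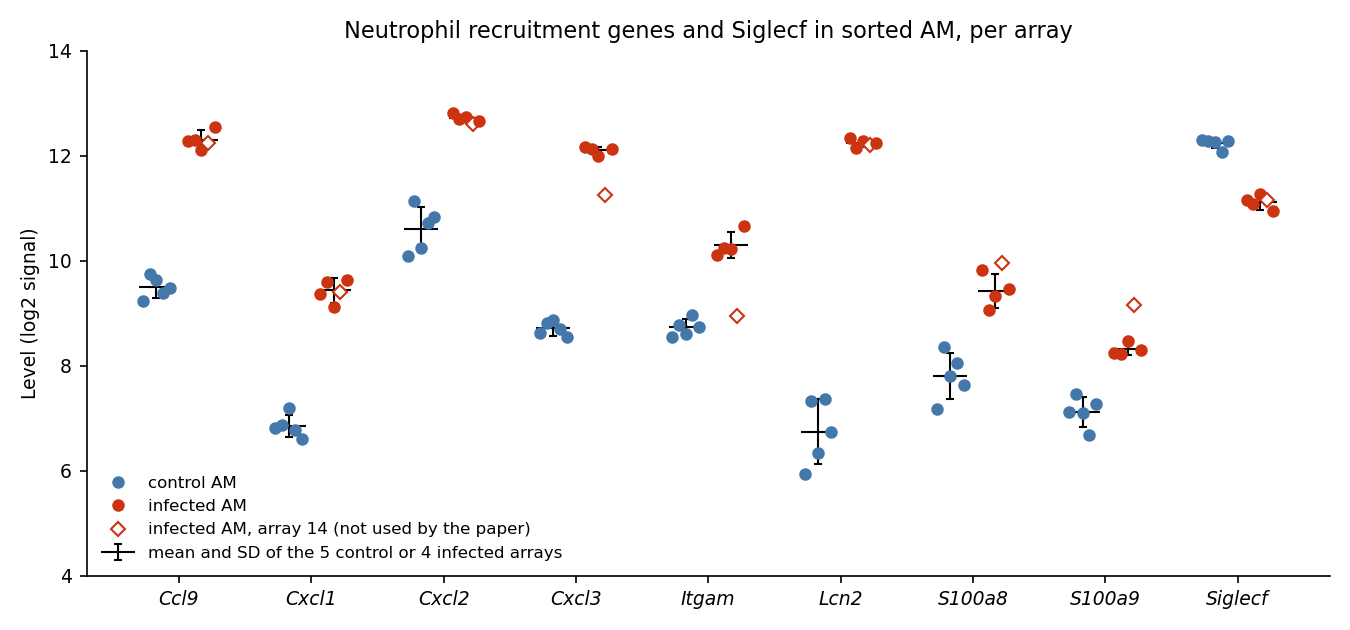
Log2 signal (y axis) of the 8 neutrophil recruitment genes and of *Siglecf* (x axis) in each array, with 1 point per array, black bars for the mean and SD of the 5 control and 4 infected arrays, and an open diamond for infected array 14, which the paper did not use. *Itgam* lies at 8.94 in infected array 14, among the control arrays, while *Lcn2* lies at 12.20, among the infected arrays.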

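The signal-to-noise ratio ranks genes by how sharply they separate infected from control AM. The 10 highest were *Slc7a11*, which imports cystine for glutathione, *Mmp14*, the lectin receptor gene *Clec4d*, *Sod2*, the mitochondrial superoxide dismutase, *Cxcl3*, the receptor gene *Pilrb2*, *Lcn2*, *Lad1*, which encodes a filament-anchoring protein, *Anpep*, an aminopeptidase, and *Clec4e*, the receptor Mincle. The 10 lowest were *C5ar1*, the receptor for complement fragment C5a, *Nabp1*, *Sh2d1b1*, *Tmem154*, *Pygl*, which breaks down glycogen, *Dipk1a*, *Snrk*, *Golm1*, *Clmn* and *Flvcr2*. *C5ar1* fell by 0.97 on the log2 scale and had the lowest ratio over 9 and over 10 arrays.

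Over 9 arrays *Cxcl3* ranked 5 and *Lcn2* ranked 7 of 19505 genes, while *Ccl9* ranked 83 and *Cxcl1* ranked 155. Over all 10 arrays *Lcn2* ranked 1, *Ccl9* 24, *Cxcl1* 53 and *Cxcl3* 110, so that 2 of these 4 genes were among the 20 highest over 9 arrays and 1 over 10. *Itgam* ranked 402 over 9 arrays and 1011 over 10. *Clec4d* and *Sod2* had nearly the same level in the 4 infected arrays, with an SD of 0.01 and 0.03 on the log2 scale, and such small SDs move a gene far up this ranking. Infected array 14, for whose absence the paper gives no reason, held *Clec4d* at 12.16, *Sod2* at 11.41 and *Pilrb2* at 9.20, outside the range of the other infected arrays, and these genes then ranked 17, 38 and 873.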

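Several cytokine genes of a list of IL-23 signaling rose in infected AM. *Il6*, whose product drives acute inflammation and helps to form TH17 cells, rose from a control level of 4.75, below the lower quartile of the signals of each array, to 10.24. *Il1b*, which activates endothelium and neutrophils, rose 3.9-fold, *Tnf* rose 3.22-fold, and *Il23a*, the gene of the IL-23 p19 subunit, rose 2.46-fold. *Cxcl9*, an interferon-induced chemokine gene of the same list, rose 3.52-fold with a wide spread between infected arrays (SD 0.82 on the log2 scale). Its call was lost under the test of the paper's methods (adjusted p = 0.212). *Il12b*, the gene of the shared p40 subunit, has no probe named in the annotation used here and was not analysed, although the paper lists it as raised.

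The log2 fold changes were 5.49 for *Il6*, 1.96 for *Il1b*, 1.69 for *Tnf* and 1.30 for *Il23a* (adjusted p = 5.6e-10, 3.5e-08, 3.3e-07 and 2.3e-05 from limma), and for each of them all 4 infected arrays lay above all 5 control arrays. The size of the *Il6* change is uncertain because of its dim control signal, and with a pseudocount of 16 it was 4.82. Infected array 14, which the paper did not use without giving a reason, held *Il23a* at 8.78, above the other infected arrays with their mean of 7.65, and *Il6* at 9.07, below their mean. Over 10 arrays the log2 fold changes of *Il6* and *Il23a* were 5.26 and 1.53. In a list of IL-23 signaling compiled from general knowledge, with 34 genes measured, 10 were higher, 3, *Tyk2*, *Il18r1* and *Pik3r1*, lower and 21 not called, with the same counts of higher and lower genes adjusted over the list alone. Its median log2 fold change was 0.05 and its camera adjusted p was 0.0018 (adjusted p = 0.042 with an estimated correlation). The paper had singled out this pathway and several of its genes on these samples, so the list is not independent evidence. Its enrichment score over the signal-to-noise ranking was 0.690, with a normalized score of 2.03, and 9 genes up to the peak at rank 1200, among them *Il1b*, *Tnf*, *Cxcl1*, *Il23a* and *Il6*. Over 10 arrays the score was 0.650 and the camera adjusted p was 0.0025.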

Notably, gene set enrichment analysis indicated strong upregulation of the IL-23-related pathway (**Figure 4E**; **Supplementary Table S6**), characterized by increased expression of the molecules that polarize and recruit neutrophils, such as *Cxcl3*, *Il1b*, *Il6*, *Il12b*, *Il23a*, and *Tnfα* (**Figure 4F**; **Supplementary Table S6**). These data confirm that AM is directly involved in the recruitment of neutrophils.

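Other genes of neutrophils moved in both directions in infected AM. *Mmp8*, a collagenase gene of neutrophil granules, fell by 1.97 on the log2 scale in infected AM. *Cxcr2*, the receptor by which neutrophils sense CXCL1, changed by -0.31 (adjusted p = 0.1), and *Csf3r*, the receptor for the neutrophil growth factor G-CSF, changed by -0.19 (adjusted p = 0.13). *Wfdc21*, a secreted antibacterial protein gene that AM carried at a high control level of 12.63, rose by 0.81, and *Mxd1*, a repressor of growth genes, fell by 0.50.

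Of 18 markers of mature neutrophils, 5 were higher, 1 was lower and 12 were not called, with the same higher and lower counts adjusted over the list alone (median log2 fold change 0.07, camera adjusted p = 0.06, and 0.19 with an estimated correlation). The list includes *S100a8* and *S100a9*. Of 12 genes of neutrophil granules, 1, *Lcn2*, was higher and 1, *Mmp8*, was lower, adjusted over the list alone as well, and the median of -0.06 and the mean of 0.27 differed in sign (camera adjusted p = 0.88). Over all 10 arrays the camera adjusted p of the mature markers was 0.029 (0.34 with an estimated correlation), and the value at the preset correlation was below 0.05 also when infected array 11 or control array 2, 4 or 5 was left out. Infected array 14, left out by the paper with no reason given, held more of some of these transcripts than the other infected arrays, as *Retnlg*, a resistin-like gene of neutrophils, at 7.24 against a mean of 6.34. *Mmp8* stood at 7.90 there against 6.57, but still below its control level, so in that array this gene fell less. The paper had also measured an influx of neutrophils and more CXCL1 in the BALF and in AM, the latter in sorted AM incubated with *S. pneumoniae* outside the mouse. With the rise of the recruitment genes and of the IL-23 related pathway added, it concludes that AM take a direct part in recruiting neutrophils.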

**Figure 4:**
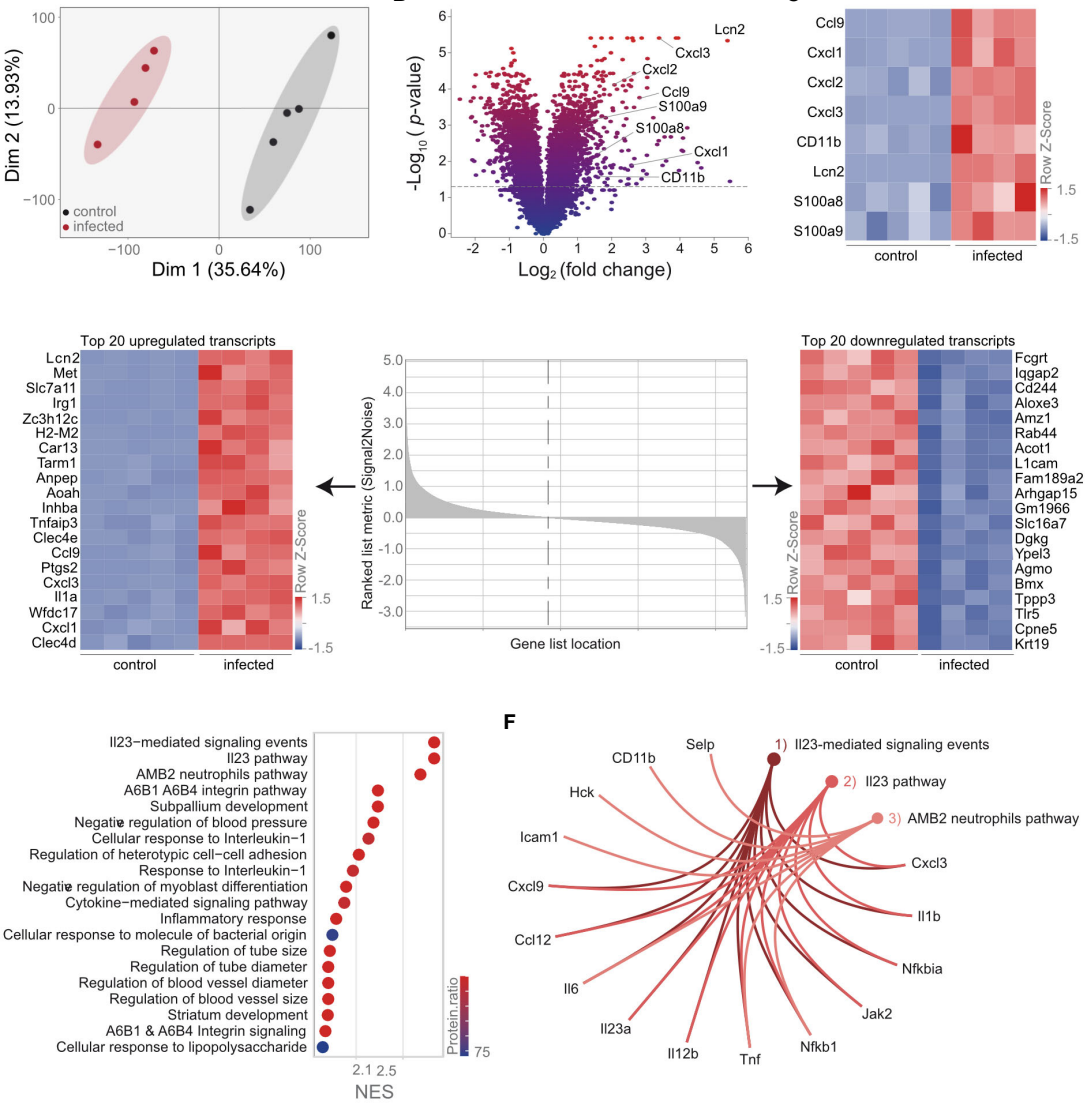
Transcriptional analysis of AM reveals an activated phenotype and upregulation of the IL-23 pathway. Mice were infected with *S. pneumoniae.* AM were isolated 12 h postinfection from control and infected mice by cell sorting (gating scheme in **Figure 1A**) for transcriptomic analysis. **(A)** PCA of the AM transcriptome of control and infected mice. **(B)** Statistical analysis of the AM transcriptome in control and infected mice indicated by the volcano plot. **(C)** Expression of molecules in the transcriptome data, which are associated with neutrophil recruitment. **(D)** Heat map of the top 20 down- and upregulated AM transcripts post-*S. pneumoniae* infection ranked by signal-to-noise ratio. **(E)** GSEA of AM transcriptome after infection. **(F)** Visualization of the most enriched pathways in the transcriptome after GSEA. **(A–F)** *n* = 5 (control), *n* = 4 (infected).

### CD11b by AM constitutes a central molecule in the cell-specific protein and transcript network

To compare the transcriptional and proteomic adaptations of AM, we analyzed the 3,511 molecules that were measured by transcriptomics and proteomics (**Figure 5A**). Correlation analysis identified 73 coregulated molecules based on transcriptional and proteomic log_2_ fold changes of > ± 1 (**Figure 5B**; **Supplementary Table S7**). 

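At the transcript level most of the 73 molecules were higher in infected AM, and a smaller group was lower. *Anpep*, which trims peptides at the cell surface, rose by 3.94 on the log2 scale. *Gdpd1*, a phospholipase gene, rose by 3.04, and *Plpp3*, which removes phosphate from signaling lipids, rose by 2.67. *Cpne5*, a calcium-dependent membrane-binding protein gene, fell by 2.05.

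Of the 73 molecules, 68 were analysed here and 5 had no probe named in the annotation used here. 67 of the 68 passed an adjusted p under 0.05 and a 2-fold change, 49 higher and 18 lower, and the counts adjusted over the list alone were 49 higher and 18 lower. The exception was *Cbx2*, a Polycomb protein gene singled out after its values were seen, at -0.01 (adjusted p = 0.96). The paper's Fig. 5C shows *Pcx* in its place, and *Pcx* passed both thresholds. The study chose the 73 molecules on the same samples, so their number is not independent evidence of a change. Over all 10 arrays 63 passed both thresholds, and *Cyp51*, *Pfkl*, *Bst2* and *Fam107b*, still called in the same direction, changed by less than 2-fold. In infected array 14, for which the paper gives no reason, *Anpep* stood at 12.34, *Gdpd1* at 9.30 and *Plpp3* at 9.23, against infected means of 12.77, 10.28 and 10.51.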

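*S100a8* and *S100a9* encode the paired alarmins that form calprotectin, a metal-binding protein that attracts neutrophils and starves bacteria of zinc and manganese. Both rose in infected AM, *S100a8* by a log2 fold change of 1.62 and *S100a9* by 1.19.

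The standard errors were 0.20 for *S100a8* and 0.13 for *S100a9*, the adjusted p of *S100a9* from limma was 8.8e-06, and for both genes all 4 infected arrays lay above all 5 control arrays. Infected array 14, which the paper left out with no reason given, held the highest level of both among the infected arrays, 9.96 and 9.17. Over 10 arrays the log2 fold changes were 1.73 and 1.36 (adjusted p = 2.6e-05 and 5.7e-05). Neutrophils also carry both transcripts, and infected array 14 held more *Il1r2*, a decoy receptor gene of neutrophils, than the other infected arrays (8.31 against a mean of 6.97).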

Among others, the alarmins *S100a8* and *S100a9* were upregulated. Furthermore, CD11b, which is responsible for cell communication, migration, and adhesion, was also upregulated on a transcriptomic and proteomic level (**Figure 5C**; **Supplementary Table S7**). 

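CD11b pairs with CD18, and only the CD11b gene rose strongly. *Itgam* stood at 10.10, 10.23, 10.21 and 10.66 in infected arrays 11, 12, 13 and 15 and between 8.56 and 8.97 in the control arrays. *Itgb2*, the gene of CD18, rose by a log2 fold change of 0.24, and *Itgax*, the gene of CD11c, by 0.24. *Itga5*, whose product binds fibronectin, rose by 1.26, while *Itgb5*, which binds vitronectin, fell by 1.00 and *Itga4*, which binds VCAM-1, fell by 0.66.

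*Itgam* had the largest log2 fold change of 22 integrin genes over 9 arrays and over 10. Besides those above, *Itgb1* was higher and *Itga8*, *Itgb7* and *Itgad* were lower, which makes 5 higher and 5 lower over 9 arrays (5 higher and 6 lower adjusted over the list alone), and 3 were higher and 4 lower over 10. The median of the list was -0.02 and the mean 0.01, which differ in sign, with a camera adjusted p of 0.88. The adjusted p of *Itgb2* was 0.028 over 9 arrays and 0.11 over 10, and that of *Itgax* was 0.027 and 0.059, so that both calls were lost over 10 arrays, as they were under quantile normalization. In infected array 14, for which the paper gives no reason, *Itga5* stood at 11.54, as in the other infected arrays with their mean of 11.49, but *Itgb2* stood at 11.83, at the control mean of 11.84, and *Itga4* at 10.67, also at the control mean.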

Enrichment analysis of the 73 most differentially regulated molecules by STRING provided insights into the global molecular changes of AM upon infection. We detected the pathways “Regulation of ROS metabolic process” and “Detoxification”, which accounted for the majority of coregulated molecules on a transcript and proteome level (**Figure 5D**). 

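Infected AM raised genes that limit damage by reactive oxygen and some genes of the oxidase that makes it. *Slc7a11*, the importer of cystine for glutathione, rose by a log2 fold change of 3.96, *Hp*, whose product binds free hemoglobin, by 2.50, *Sod2*, the mitochondrial superoxide dismutase, by 2.47, and *Esd*, which clears formaldehyde adducts of glutathione, by 1.98. Among genes of the oxidase, *Cybb*, its catalytic subunit, rose by 0.30 and *Ncf4*, a regulatory subunit, by 0.62. *Hvcn1*, the proton channel that sustains the oxidase, rose by 1.31.

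Of 27 antioxidant and detoxification genes, 13 were higher and 1, *Mgst2*, lower (14 higher and 1 lower adjusted over the list alone), with a median log2 fold change of 0.23 and a camera adjusted p of 1.4e-09 (adjusted p = 0.096 with an estimated correlation). Of 11 genes of reactive oxygen production, 3 were higher and none was lower (4 higher adjusted over the list alone), with a median of 0.01 and a camera adjusted p of 0.14 (adjusted p = 0.24 with an estimated correlation). The call of that list appeared when the dimmest 25% of genes were removed, with an adjusted p of 0.0339. The difference between the lists was not tested. Over 10 arrays the antioxidant list had 13 higher and 1 lower genes, and infected array 14, whose absence the paper does not explain, held *Slc7a11* at 12.92 and *Hp* at 9.34 against infected means of 12.47 and 9.71.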

Since ROS production correlates with the phagocytotic activity of AM, we isolated AM upon infection and validated ROS expression by a flow cytometric assay (**Supplementary Figure S2**). Next, we used STRING to indicate molecular interactions between the molecules, aimed at identifying molecular hubs in AM upon infection. We identified three individual clusters by *k*-means (**Figure 5E**; **Supplementary Figure S3**; **Supplementary Table S8**). The proteins in cluster 1 (light red) suggested an enrichment of the “Cellular response to interferon-gamma” (**Figure 5E**; **Supplementary Figure S3**; **Supplementary Table S9**), and proteins in cluster 2 (mid-red) were associated with “Response to nutrient” (**Figure 5E**; **Supplementary Figure S3**; **Supplementary Table S10**). 

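The genes of cluster 1 all rose in infected AM, and several of them belong to interferon and inflammatory programs. *Acod1*, which makes the antibacterial metabolite itaconate and which the cluster lists as Irg1, rose by a log2 fold change of 4.10. *Ptges*, which makes prostaglandin E2, rose by 2.32, and *Slc7a2*, an importer of arginine, by 2.05. In a separate list of interferon-gamma response genes, *Gbp2* and *Gbp3*, GTPases that attack vacuoles of microbes, rose by 1.44 and 1.21. In cluster 2, the nuclear protein gene *Ifi211* rose by 2.35, while *Ucp3*, a mitochondrial carrier, fell by 1.73 and *Acot1*, which cleaves fatty acyl-CoA, fell by 1.68.

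Cluster 1 had 14 of 14 measured genes higher and none lower (camera adjusted p = 0.011 with an estimated correlation). Cluster 2 had 17 higher and 11 lower of 29 (adjusted p = 0.19 with an estimated correlation), and the counts of both were the same adjusted over the list alone. The study drew both clusters from these samples, so the counts are not independent evidence. The interferon-gamma list was not chosen by the study, but it shares *Gbp2* and *Acod1* with cluster 1. It had 11 of 20 genes higher and 2, *Ciita* and *Irf8*, lower (12 and 2 adjusted over the list alone). Its median was 0.35 and its camera adjusted p 1.2e-04, a call that was lost with an estimated correlation (adjusted p = 0.14). Over 10 arrays this list had 8 higher and 2 lower (camera adjusted p = 0.34 with an estimated correlation). Infected array 14, with no reason given by the paper for its absence, held *Cxcl9* at 7.18 and *Gbp3* at 8.55, below infected means of 8.69 and 9.21.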

Proteins in cluster 3 (dark red) were functionally enriched in the processes of *neutrophil aggregation* (**Figure 5E**; **Supplementary Figure S3**; **Supplementary Table S11**). 

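Cluster 3 joins the CD11b gene with acute-phase and surface genes of AM. *Cfb*, the complement factor that drives the alternative pathway, rose by a log2 fold change of 2.53, *Ptprj*, a receptor phosphatase gene, by 1.94, and *Bst2*, which tethers viruses at the membrane, by 1.16. *Msr1*, a scavenger receptor gene that binds bacteria, rose by 1.53. In the same cluster *Epcam*, an adhesion molecule of resident AM, fell by 1.56.

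Of 25 measured genes of the cluster, 18 were higher and 7 lower, also when adjusted over the list alone, on samples from which the study had chosen them. The camera adjusted p was 2.0e-07 over 9 arrays, a call that was lost with an estimated correlation (adjusted p = 0.08) and held over 10 arrays (adjusted p = 0.037 with an estimated correlation). In infected array 14, left out by the paper for no stated reason, *Bst2* stood at 9.87, below the control mean of 10.14, and *Msr1* at 8.02, between the group means of 7.44 and 8.98, whereas *Cfb* stood at 12.68, near the other infected arrays.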

Using this protein–protein network analysis, CD11b showed the most interactions in this k-means-based interaction map (**Figure 5E**), confirming a central role of this integrin in AM response upon lung infection with *S. pneumoniae* and the involvement of neutrophil activation and migration.

**Figure 5:**
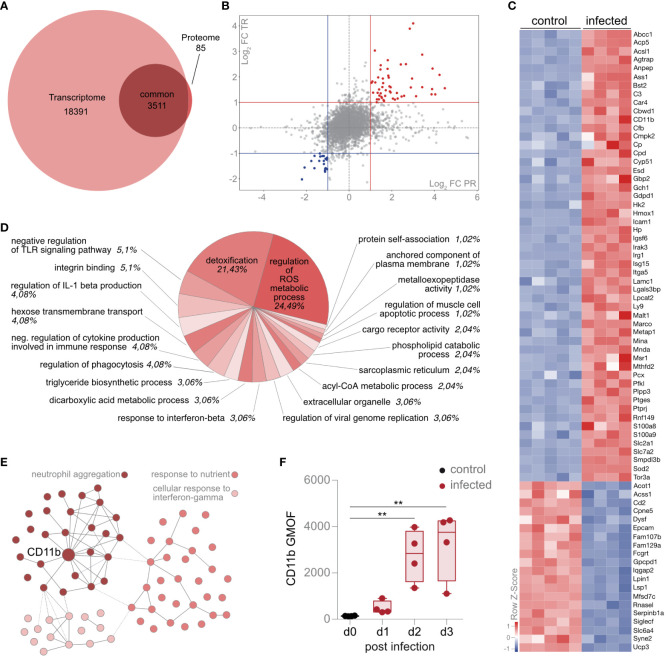
Intrinsic upregulation of CD11b by AM regulates neutrophil aggregation, metabolism, and activation. **(A)** Mice were infected with *S. pneumoniae*, and AM from control and infected mice were sorted for transcriptome (12 h postinfection) and proteome analysis (d2 postinfection). Intersection of AM-specific proteome and transcriptome data in a Venn plot. **(B)** Correlation analysis of transcript (TR) and protein (PR) fold changes (FC). FC, fold change; PR, proteome, TR, transcriptome. **(C)** Heat map f the top 73 down- and upregulated molecules on a transcript level, indicated as *Z*-scores. **(D)** Functional enrichment analysis of the 73 molecules (up- and downregulated) indicated in **(C)** by Cytoscape and Cluego (Cytoscape settings in the Materials and methods section). The percentage indicates the proportion of molecules detected per pathway. **(E)** Protein–protein interaction analysis of the 73 molecules coregulated in proteome and transcriptome by STRING interaction network (*k*-means clustering: *k* = 3) (https://version-11-5.string-db.org/cgi/network?networkId=bXTD8booQYHB). **(F)** Flow cytometry analysis of CD11b expression by AM during *S. pneumoniae* infection. The data are min to max with a line indicating the median and a box extending from the 25th to 75th percentiles **(F)**; ^**^ *p<* 0.01, Kruskal–Wallis test **(F)** was used. **(A–E)** *n* = 5 (control), *n* = 4 (infected) for transcriptome and *n* = 7 (control), *n* = 6 (infected) for proteome. **(F)** *n* = indicated by the number of points.

Next, we validated the increased expression of CD11b on AM by antibody-based staining and subsequent flow cytometry. The expression of CD11b was significantly upregulated in AM during infection (**Figure 5F**). Thus, AM regulates CD11b in response to a lung infection with *S. pneumoniae* on a transcriptomic and proteomic level, and cluster analysis identifies CD11b as a central molecule regulating the neutrophil-associated antimicrobial defense.

## Discussion

AM shapes the immune response in the lung during bacterial infections. These cells encounter respiratory pathogens and are critically involved in the regulation of inflammation through the recruitment and clearance of leukocytes. We detected an effective antimicrobial response of AM upon infection with *S. pneumoniae* through the secretion of molecules to recruit neutrophils as well as effective phagocytosis of neutrophils. We also observed significant molecular adaptations on a transcriptomic and proteomic level by AM upon infection with *S. pneumoniae*. Among others, AM strongly upregulated the integrin CD11b during the disease. Our study reveals cell-specific transcriptomic and proteomic adaptations of AM during infection with *S. pneumoniae* that critically influenced the antimicrobial response.

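Infected AM raised several genes of glycolysis and all measured genes of cholesterol synthesis, and most genes of the NF-kB pathway and its feedback. *Slc2a1*, the glucose transporter GLUT1, rose by a log2 fold change of 1.23, *Hk2*, which traps glucose in the cell, by 1.23, *Pfkl*, a pacing enzyme of glycolysis, by 1.12, and *Pgam1*, a later enzyme, by 1.06. Of cholesterol synthesis, *Hsd17b7*, *Idi1*, *Sc5d* and *Fdps* rose by 1.76, 1.55, 1.27 and 1.15. *Abcg1*, which exports cholesterol, fell by 0.70, and *Cd36*, which takes up fatty acids, rose by 0.83. *Zc3h12c* and *Tnfaip3*, brakes on NF-kB signaling, rose by 4.09 and 3.08, and *Ikbke*, a kinase, and *Bcl3*, a cofactor of NF-kB, rose by 2.92 and 1.85.

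Of 17 glycolysis genes 8 were higher and none lower, and the list was called at the preset correlation (camera adjusted p = 2.1e-05) but not with an estimated one (adjusted p = 0.075) over 9 arrays. All 17 measured genes of cholesterol synthesis were higher, with a median log2 fold change of 0.75 (camera adjusted p = 4.6e-14, and 0.095 with an estimated correlation). Of 26 genes of fatty acid oxidation and PPAR-gamma targets, 3, *Cd36*, *Fabp5* and *Etfa*, were higher and 10 lower, with a median of -0.12 (camera adjusted p = 0.073, and 0.45 with an estimated correlation). The camera call of that list appeared when infected array 15 or control array 3 was left out and under quantile normalization. The NF-kB list had 18 of 20 genes higher and none lower (median 1.08, camera adjusted p = 0.0095 with an estimated correlation). Adjusted over the list alone, the counts of these 4 lists were the same. Of 18 genes of proinflammatory cytokines, 10 were higher and none lower (11 higher and 1 lower adjusted over the list alone), led after *Il6* by *Inhba*, the gene of activin A, at 4.63 and *Il1a*, an alarm cytokine gene, at 2.64 (camera adjusted p = 0.03 with an estimated correlation).

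Over all 10 arrays 7 glycolysis genes and 15 of the 17 cholesterol synthesis genes were higher. With an estimated correlation the glycolysis list was then called (camera adjusted p = 0.029), but the cholesterol synthesis list was not (camera adjusted p = 0.19). Infected array 14, not used by the paper and with no reason given, held *Fdps* at 10.76 and *Sc5d* at 9.80, at the control means of 10.73 and 9.78, and *Pfkl* at 8.59, while *Tnfaip3* at 12.32 and *Il1a* at 12.98 stood with the other infected arrays.

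**Figure D2:**
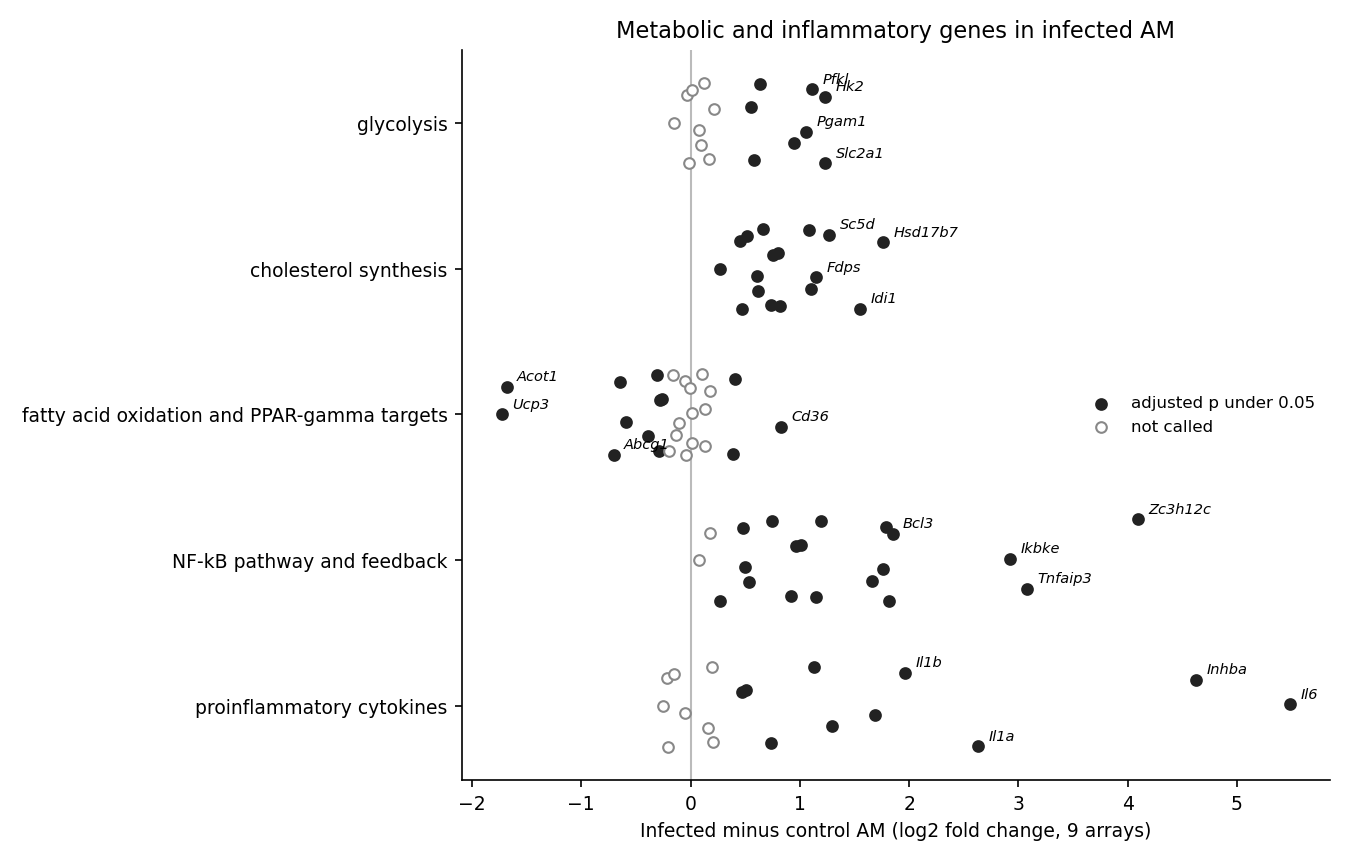
Log2 fold change of infected against control AM over 9 arrays (x axis) for the genes of 5 lists (y axis), with 1 point per gene, filled where the adjusted p was under 0.05. All 17 genes of cholesterol synthesis lie to the right of 0, and of fatty acid oxidation and PPAR-gamma targets 10 called genes lie to the left and 3 to the right.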

We observed an inflammatory functionality of AM during the disease, characterized by increased metabolism, changes in expression of the integrin CD11b, expression of chemokines to recruit neutrophils, and transcriptional regulation of *Il1b*, *Il6*, *Il12b*, *Il23a*, and *Tnfα*. We also observed activation of the complement pathway as well as proteins ASS1 and GCH1, which regulate the generation of nitric oxide (16, 17). On the other hand, anti-inflammatory molecules were concomitantly induced in AM, such as IL-4I1, which is involved in macrophage polarization and can directly influence nitric oxide generation through the degradation of l-arginine (18). We also observed the upregulation of several receptors that are important for sensing the tissue microenvironment (19). Among others, C-type lectins, such as CLEC10A, a macrophage glycoreceptor for the uptake of pathogens and damaged cells, were upregulated upon infection (20). Another C-type lectin, CLEC6A, also showed increased expression, which might lead to phosphorylation of the immunoreceptor tyrosine-based activation motif (ITAM) of the F_c_e receptor, triggering activation of transcription factor NF-κB and production of TNF-α and IL-1 receptor antagonists (21, 22). Overall, these manifold changes in the population of AM may be mediated by various mechanisms, specifically by leukocyte recruitment. In particular, monocytes that can differentiate into monocyte-derived AM (mo-AM) may play a dominant role (23). This recruitment of mo-AM alters the population of tissue-resident (TR) AM (24, 25) and represents an important mechanism for the phenotypic and functional adaptation of AM during infection. Our study does not distinguish between different subpopulations of AM. However, our sorting strategy was based on Siglec^hi^-expressing AM, assuming that the proteomic and transcriptomic changes refer to the pool of TR-AM (23).

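The identity genes of AM did not move together after infection. *Siglecf*, the gene of the sorting marker, fell by 1.13 on the log2 scale, and *Krt19*, a keratin gene of resident AM, fell by 2.16. *Marco*, a scavenger receptor gene that binds pneumococci, rose by 1.79 and *Car4*, a carbonic anhydrase gene, by 1.60. *Chil3*, an abundant chitinase-like gene of AM, changed by -0.14 and *Fabp4*, a fatty acid binding protein gene, by 0.18, and neither was called. Of monocyte genes, *Ms4a6c*, a membrane protein gene, and *F10*, coagulation factor X, rose by 1.01 and 0.99, while *Fcgr1*, a receptor for antibodies, fell by 1.07 and *Ccr2*, by which monocytes enter tissue, fell by 0.87.

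Even after its fall *Siglecf* stood at 11.11 in infected AM, against 12.24 in control AM (adjusted p = 3.4e-07 from limma). Of 32 AM identity genes, 8 were higher, 13 lower and 11 not called (8 higher and 14 lower adjusted over the list alone), with a median of -0.15 and a camera adjusted p of 0.19, which fell to 0.0165 under quantile normalization. Of 22 markers of monocytes and monocyte-derived macrophages, 9 were higher and 2 lower (10 and 5 adjusted over the list alone), with a median of 0.25 and a camera adjusted p of 0.01 that was lost with an estimated correlation (adjusted p = 0.19). Over all 10 arrays 6 identity genes were higher and 13 lower, and 9 monocyte markers were higher and 2 lower. Infected array 14, for which the paper gives no reason, held *Siglecf* at 11.16 and *Marco* at 12.57, as the other infected arrays did, but *Ms4a6c* at 9.01, below the control mean of 9.23.

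**Figure D3:**
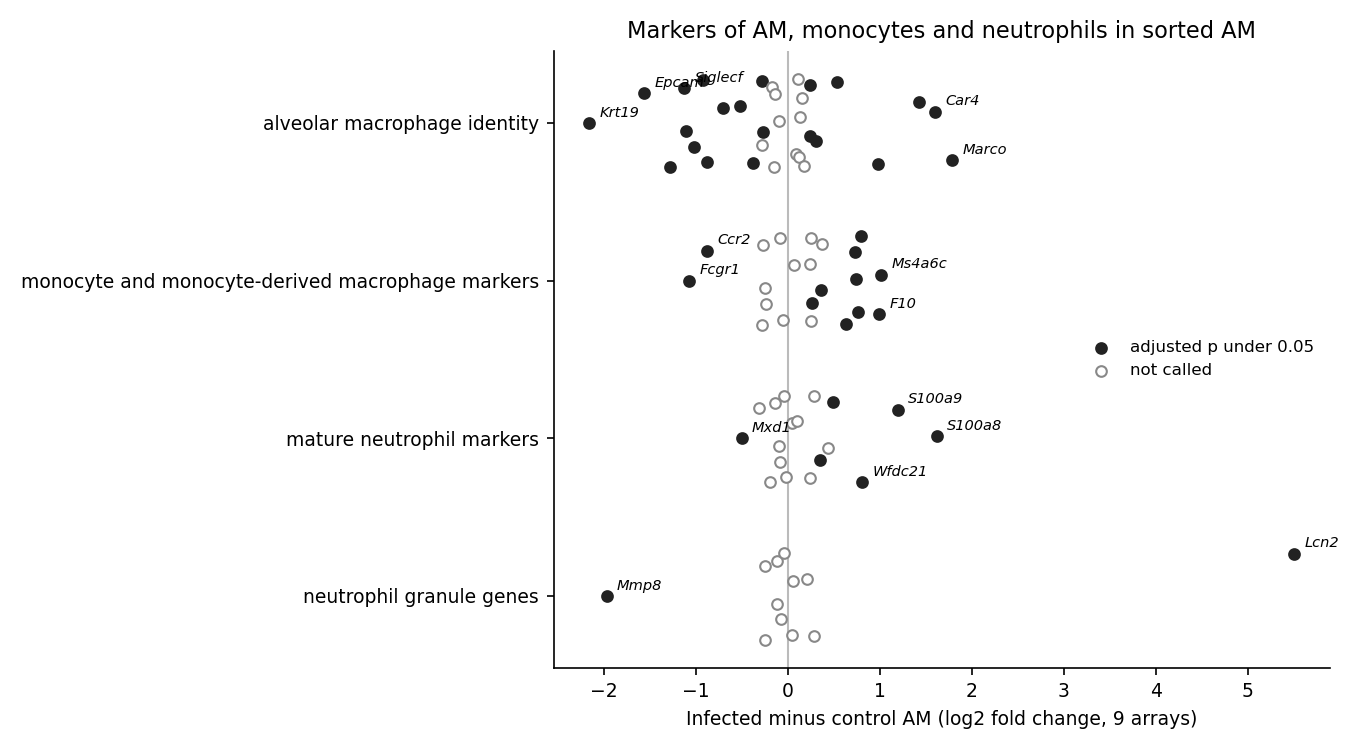
Log2 fold change of infected against control AM over 9 arrays (x axis) for markers of AM, monocytes and neutrophils (y axis), with 1 point per gene, filled where the adjusted p was under 0.05. AM identity genes lie on both sides of 0, from *Krt19* at -2.16 to *Marco* at 1.79.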

We also observed the expression of *Il23*, a key proinflammatory cytokine, produced by activated macrophages (26). Excess of *Il23* has pathological consequences by facilitating chronic inflammation and tissue damage (27). *Il23* signaling facilitates the production of proinflammatory mediators and the differentiation of TH17 cells and thereby promotes the recruitment, polarization, and activation of neutrophils, causing tissue damage and inflammation (28, 29). We observed increased neutrophil recruitment upon infection. Among others, neutrophils are recruited through chemokines and alarmins, which were increasingly expressed on a transcript and proteome level upon infection, suggesting that AM are actively involved in neutrophil attraction. AM also phagocytosed neutrophils upon infection, indicating that they are not only involved in the recruitment but also in the resolution of inflammation.

Registration of the transcriptome and proteome data through bioinformatic analyses identified several differentially expressed molecules and pathways in *S. pneumoniae* infection. Among others, the integrin CD11b was differentially regulated in a temporal and bacterial burden-dependent manner. Moreover, protein–protein interaction analysis identified CD11b as a central regulatory hub important for AM activation after infection. It has been shown that CD11b facilitates the uptake of *S. pneumoniae* through interaction with the pilus subunit RrgA (30). Furthermore, CD11b might also be involved in the uptake of complement-coated *S. pneumoniae*, limiting bacterial growth (31). The defense response against *S. pneumoniae* involves recognition by several pattern recognition receptors (PRRs) and scavenger receptors, such as TLR2, TLR4, and MARCO (32, 33), which leads to internalization and phagosomal degradation of bacteria. Recognition of *S. pneumoniae* by cytosolic PRRs leads to the induction of type-I interferon (IFN) (34), which was also observed during our lung infection model. The regulation of both type-I IFN (35) and PRRs (36) signaling can occur through CD11b, and there is increasing evidence for CD11b in immunomodulation as well as upregulation of AM in humans and mice (11).

In summary, our detailed molecular and functional analysis indicated critical AM-specific adaptions in *S. pneumoniae* infections. We reveal transcriptomic and proteomic adaptations of AM during lung infection with *S. pneumoniae*, regulation of the integrin CD11b, and identification of profound molecular alterations in the AM compartment that are critical for effective antimicrobial immunity and regulation of inflammation.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Ethics statement

The animal study was approved by LANUV, Recklinghausen, Germany. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

The experiments were performed by DK, DVT, JB, KZ, NK, NS, RC, and ST. Mass spectrometry and transcriptomic measurements, data analysis, visualization, and computational analysis were performed by BB, BS, DS, JJ, LK-H, ML, OS, PS, and TB. Critical reagents and discussion were provided by DT, FW, and VJ. The study was written by KZ, ST, OS, and DRE and supervised by DRE. All authors have read and commented on the article. All authors contributed to the article and approved the submitted version.

## Supplementary material

Supplementary Figure 1 Representative gating strategy of AM for isolation by cell-sorting and flow cytometry analysis. Related to **Figures 1A, B**, **2A–C**, **4A–F**, **5A–E**.

Supplementary Figure 2
**(A)** Representative gating strategy of neutrophils for flow cytometric analysis. Related to **Figures 3B, C**. **(B)** Analysis of ROS production in the lung one day after infection by flow cytometry.

Supplementary Figure 3 Original STRING network with all molecule names and *k*-means cluster. Related to **Figure 4E**.

Supplementary Table 1 Normalized abundance of proteins identified by LC-MS/MS and corresponding statistics. Related to **Figures 1C–G**.

Supplementary Table 2 Upregulated pathways on the proteomic level analyzed by GSEA. Related to **Figure 1F**.

Supplementary Table 3 Downregulated pathways on the proteomic level in infected versus control analyzed by GSEA. Related to **Figure 1E**.

Supplementary Table 4 Overrepresented diseases analyzed by DOSE. Related to **Figure 1G**.

Supplementary Table 5 Transcriptome analysis by Clariom S mouse array and corresponding statistics. Related to **Figures 4A–F**.

Supplementary Table 6 Pathways upregulated on the transcriptomic level in infected versus control mice analyzed by gene set enrichment analysis. Related to **Figures 4E, F**.

Supplementary Table 7 Normalized abundance and expression intensities of the mutual molecules measured by proteomics and transcriptomics and corresponding statistics. Related to **Figures 5A–C**.

Supplementary Table 8 Tabular overview of the *k*-means clusters of the 73 in proteome and transcriptome coregulated molecules and permalink to STRING. Related to **Figure 5E**.

Supplementary Table 9 GO Biological Process enriched terms of *k*-means cluster 1 with permalink. Related to **Figure 5E**.

Supplementary Table 10 GO Biological Process enriched terms of *k*-means cluster 2 with permalink. Related to **Figure 5E**.

Supplementary Table 11 GO Biological Process enriched terms of *k*-means cluster 3 with permalink. Related to **Figure 5E**.

How the deposited data were processed for this re-analysis (not part of the article)

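RNA of sorted AM was measured on Clariom S mouse arrays in 5 control samples and 5 samples taken 12 h after infection, and the paper used 9 of these 10 arrays. The log2 values were summarized and normalized by the authors before they were deposited, in Partek software according to the paper, while the labels of the arrays name GCRMA and MAS5 without versions. Which algorithm made the values is not settled by these sources. Raised to the power of 2, the values of 9 arrays match the linear values in the copy of Table S5, which holds 1997 of its 22201 lines, within 0.01 on the log2 scale for 99.2% or more of 1658 genes, and this identified infected array 14 as the array not used. The median log2 signal of an array lay between 7.40 and 7.50.

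Of 22206 transcript clusters, 19572 carry 1 gene symbol and 2634 were not named and were left out. For the 55 genes with more than 1 cluster, the cluster with the highest mean signal was used, which left 19505 genes. A model with infection as its only term was fitted with limma 3.58.1 in R 4.3.3, with p-values adjusted by the Benjamini-Hochberg method over all genes, and a gene was called at an adjusted p under 0.05. On simulated data of the same size the fit recovered 50 of 50 genes at a log2 change of 1 and 29 of 50 at 0.5, with 6 false calls among 185. The simulated genes varied independently and far fewer of them changed than were called in the real data. These rates therefore need not hold there. Each result was computed first over the 9 arrays of the paper and then over all 10. No paired analysis was possible because the groups share no replicate numbers, and no batch or date is given for the arrays.

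The 41 gene lists cover recruitment genes that the paper names, chemokines, IL-23 signaling, cytokines, NF-kB, interferon responses, antigen presentation, oxygen metabolism, sugar, lipid and cholesterol metabolism, cell cycle, complement, surface receptors, lysosomes, folding, ribosomes, caspases, markers of AM and 9 other groups of cells, and the 73 molecules with their clusters. They were tested with camera at a preset correlation of 0.01, with camera at a correlation estimated from the arrays, and with fry, which tests a list without comparing it with other genes. The genes named in the text follow a rule set in advance: genes that the paper names on the transcript level with *Itgb2* and *Itgax*, the 10 largest rises and 10 largest falls among called genes whose groups do not overlap, up to 4 called members of each list, the 10 highest and 10 lowest signal-to-noise ratios, and proteins that the paper names where a list holds them. Members named because 5 or fewer of a list were called or changed their result, *Siglecf*, *Cbx2* and the further markers of AM and neutrophils were chosen after their values were seen.

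The paper's methods describe a test chosen for each gene by the Shapiro-Wilk and Levene tests, and it was applied to the linear values with scipy 1.17.1 as an alternative. The methods leave open how the Levene test is centred and which divisor the SD takes. The test was first run with medians and the ratio with n minus 1, and after a comparison with the paper's Table S5 and Fig. 4B the means and n, which match that table more closely, were taken in their place. Both versions are reported. The signal-to-noise ratio was computed on linear values, with fgsea 1.28.0 and 10000 permutations for the normalized enrichment score. Principal components were computed on log2 values scaled to unit variance. The alternatives left out each array in turn, used quantile normalization, median centring, a filter that removed the dimmest 25% of genes, a pseudocount of 16 linear units, a variance trend with robust fitting, array weights, the mean of a gene's clusters, unscaled and linear values, the 5000 most variable genes, and a floor on the SD of 0.2 times the mean. Besides the earlier version of the test and of the ratio, 1 more alternative, a principal component analysis of linear values of all transcript clusters, was chosen after seeing the data, by its match with the shares printed in Fig. 4A. The number of calls was also counted over 100 splits of the 9 arrays, the real one included. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.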

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

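The tests of explanations in this part were chosen only after the results they explain had been seen.

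An array far from the others of its group. Among 322 groups of 4 or 5 arrays, 1 per named gene and condition of the 9 arrays, 15 held such an array, and chance flags about 1 in 20 groups. In infected array 15 these were *Cd209a* at 8.76, *Hvcn1* at 10.80, *Pilrb2* at 10.89 and *Slc7a2* at 12.37, in infected array 13 *Cxcl15* at 8.05 and *Thy1* at 7.02, and in infected array 12 *Mmp14* at 11.24 and *Vwf* at 8.33. In control array 2 they were *Cd22* at 8.46 and *Clec9a* at 5.86, in control array 3 *Dnajb11* at 8.35, in control array 4 *Siglecf* at 12.07, and in control array 5 *H2-DMa* at 12.42, *Hk2* at 10.18 and *Tapbpl* at 9.10.

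Chance flags about 1 in 20 groups. The named genes were chosen without infected array 14, some of them for a small spread, so that array is flagged more easily. Among all 5 infected arrays, 28 of 161 named genes had an array far from the others, and in 24 of them it was infected array 14. It stood above the others for *Ccl17* at 11.72, *Clec4d* at 12.16, *Ctsk* at 12.76, *Il23a* at 8.78, *Lad1* at 10.57, *Mmp8* at 7.90, *Mxd1* at 8.75, *Nabp1* at 12.37, *Napsa* at 9.37 and *S100a9* at 9.17. It stood below them for *Bst2* at 9.87, *Car4* at 12.58, *Creld2* at 10.04, *Cxcl3* at 11.25, *Fdps* at 10.76, *Hk2* at 10.67, *Hyou1* at 10.10, *Mmp14* at 9.65, *Ms4a6c* at 9.01, *Pfkl* at 8.59, *Pilrb2* at 9.20, *Sc5d* at 9.80, *Sod2* at 11.41 and *Vnn3* at 7.28. The other 4 were *Cxcl15* in infected array 13, again at 8.05, and *Hvcn1* at 10.80, *Ndufb9* at 10.04 and *Scpep1* at 10.40 in infected array 15. Infected array 14 differed by more than 1 on the log2 scale from the mean of the other infected arrays in 294 genes, against 6 to 12 genes for each of the others.

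A signal in data that the paper did not analyse appeared in infected array 14 itself, where *Lcn2* stood at 12.20 and *Cxcl1* at 9.40, far above the control means of 6.74 and 6.85. Outside the genes that the paper discusses, all 17 measured genes of cholesterol synthesis were higher in infected AM. This list was called at the preset correlation but not with an estimated one (adjusted p = 0.095).

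Infected array 14 carried most of the infection program but *Itgam* at the control level. RNA of uninfected AM in the sample would lower all risen genes by a like share. Yet over the 317 genes raised more than 2-fold the array kept a median of 76.6% of the rise in linear signal, with a lower quartile of 43.3%, and only 7.71% of the rise of *Itgam*. *Itgam* was singled out for standing at the control level in this array. These values therefore argue against uninfected AM only as the cause of the *Itgam* level, and a smaller share of such RNA stays open. A control sample with a wrong label would correlate with the control arrays as they do with each other, at mean correlations of 0.9919 to 0.9937, but the array correlated with them at 0.9735 and with the other infected arrays at 0.9866. A difference in the handling of cells or RNA remains possible and cannot be told apart from a difference between samples in the infection, since the folding genes lay at a median of -0.609 from the other infected arrays but the labels give no dose, time, cell number or RNA amount per sample and the paper gives a single value of each for all samples. A different course of infection in the source of this sample may also explain the array, and the design gives no measure of it.

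The rise of *Lcn2*, *S100a8* and *S100a9* in sorted AM could come from neutrophil RNA, since neutrophils carry all 3 transcripts. The sort on CD11c and Siglec-F would remove most neutrophils. It would not remove neutrophil material taken up by AM, an uptake that the paper proposes from Ly6G staining inside AM. The other 20 neutrophil markers with a control level under 8.5 on the log2 scale include *Camp*, *Ltf*, *Ngp* and *Retnlg*. This cut lies above the median signal of every array, so not all of these markers need be dim. As a set they did not follow *Lcn2*. Their upper quartile was only 0.129 on the log2 scale, far below the *Lcn2* rise of 5.51. Whether neutrophils in the lung carry these transcripts was not measured, so these values cannot decide whether neutrophil RNA raised *Lcn2*. For *S100a8* and *S100a9*, RNA of neutrophils and synthesis in AM cannot be told apart, because the median of these markers was -0.0395 but 2 of them, *Il1r2* and *Hdc*, were called higher, so that a small share of neutrophil RNA stays open. *Retnlg* and *Ngp* stood at 6.34 and 5.89 in infected AM against 6.10 and 5.67 in control AM, and higher, at 7.24 and 6.94, in infected array 14. Induction of *S100a8* and *S100a9* by infection is a candidate explanation, a hypothesis that was not tested apart from the groups.

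*Siglecf* fell in infected AM while *Marco* and *Car4* rose. A lower share of resident AM would lower all identity genes by about as much as *Siglecf* only if the cells in their place lacked these genes. The median of the list was -0.146 against -1.13 for *Siglecf*, a distance larger than the SD of the list of 0.874. Of 32 genes 8 were called higher, although *Krt19*, *Epcam* and *Cidec* fell by more than *Siglecf*. Which identity genes incoming macrophages share was not measured, so monocyte-derived AM, which the paper raises, remain possible. Scaling between the arrays would remove the fall of *Siglecf*, but it was -1.097 under median centring and -1.199 under quantile normalization. A candidate explanation is that AM lower *Siglecf* in response to infection, which is a hypothesis found and tested on the same arrays.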

How the results depend on the processing

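The principal component analysis of linear values of all transcript clusters was chosen after seeing the data, and so were the centring of the Levene test on means and the divisor n of the SD, which replaced medians and n minus 1 once the paper's Table S5 and Fig. 4B had been compared. With medians the methods' test called 3671 genes, 464 of them changed more than 2-fold, and *Itgam* at an adjusted p of 0.00205, and it lost the same 23 calls. With n minus 1 the enrichment score was 0.689 and the same 2 genes were among the 20 highest ratios. No named gene or list that was called reversed its direction under any alternative. The number of genes called ranged from 3617 under the methods' test to 5585 with array weights, against 5223, and the number changed more than 2-fold from 461 under the methods' test to 573 without infected array 13, against 534, all within 1.5 times. Under median centring more genes were higher (2682) than lower (2351), whereas under each other setting more were lower, and the median of all genes moved from -0.036 to -0.005. Of the 73 molecules, 58 under the methods' test to 67 passed both thresholds. *Itgam* was called in all settings, with log2 fold changes from 1.30 over all 10 arrays to 1.64 without infected array 11 and adjusted p from 6.2e-09 with a variance trend and robust fitting to 0.0292 under the methods' test.

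Of 41 lists, 24 were called at the preset correlation and 24 to 27 in the other settings with that correlation. With an estimated correlation 8 were called, and 34 with fry, which by construction compares a list with no other genes. Component 1 held 36.2% of the variance, 65.3% on unscaled values, 63.9% on the 5000 most variable genes, 32.3% over all 10 arrays, and 34.97% (without infected array 15) to 39.47% (without control array 2) when 1 array was left out. It parted the groups in each of these settings. With linear values of all transcript clusters it held 35.6%. Of the 4 genes *Cxcl1*, *Cxcl3*, *Ccl9* and *Lcn2*, 2 were among the 20 highest signal-to-noise ratios, but 1 on log2 values and 1 over all 10 arrays. The enrichment score of the IL-23 list was 0.690, and it was 0.712 on log2 values, 0.65 over all 10 arrays, 0.743 with a floor on the SD, and 0.661 (without infected array 13) to 0.728 (without infected array 12) when 1 array was left out. Where no construction is named, the cause was not tested.

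Of 161 named genes, 34 changed their call in at least 1 setting, and so did 27 of 41 lists. The methods' test lost 23 of 155 calls, over all 10 arrays 10 were lost, and leaving out 1 array lost 2 to 7. The calls lost most often were those of *Ear6*, *Prg3*, *Gzma*, *Casp6*, *Itgb2*, *Cxcl15* and *Ndufa9*. For genes whose values failed the test of normality the methods' test uses ranks, and 4 arrays against 5 then give an adjusted p no lower than 0.0654, which is the value of *Siglecf*, *Mmp14* and *Hk2*.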

Differences from the paper's values

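The principal component analysis of linear values of all transcript clusters was chosen after seeing the values, and so were the centring of the Levene test on means and the divisor n of the SD. The other settings named here were set before the data were examined. In Fig. 4B the paper's point for CD11b lies at about 1.5 on the axis of the negative log10 of the p-value, read by eye, whereas limma gave 6.54 on that scale over 9 arrays. The test of the paper's methods, with adjusted p-values, gave 2.69 as first run, with the Levene test centred on medians, and 1.54 with means, a centring taken because of this comparison, so that the nearness of 1.54 to the figure is no independent check. No limma setting came within 1.5 times of the paper's value, the nearest being 3.07 over all 10 arrays and the farthest 8.21 with a variance trend and robust fitting.

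The paper places *Cxcl1*, *Cxcl3*, *Ccl9* and *Lcn2* among the most regulated genes by signal-to-noise ratio in a heat map of 20 genes per direction (Fig. 4D). Over 9 arrays 2 of these 4, *Cxcl3* at rank 5 and *Lcn2* at rank 7, were among the 20 highest, while *Ccl9* ranked 83 and *Cxcl1* ranked 155. With a floor on the SD the 4 genes ranked 13, 1, 24 and 28 in the order *Cxcl3*, *Lcn2*, *Ccl9* and *Cxcl1*. All 4 were called higher.

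The p-values in the copy of Table S5, which carry a label of false discovery rate, match the unadjusted p of the methods' test within 0.01 for 99.0% of 1666 genes (96.6% with the Levene test centred on medians) and the adjusted p for 11.3%. The signal-to-noise ratios of that table match for 99.0% with the divisor n and for 81.7% with n minus 1. The lines of that copy are those with the highest p-values, so the match says nothing about the rest of the column, and none of the genes named in the paper's text is among them. Fig. 5C shows *Pcx* among the 73 molecules, where Table S8 lists *Cbx2*. *Cbx2* had a log2 fold change of -0.01 (adjusted p = 0.96 from limma) and *Pcx* one of 1.02 (adjusted p = 2.7e-05).

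Other values over the 9 arrays did not differ by more than 1.5 times, except the share of component 1 on unscaled values (65.3%) and on the 5000 most variable genes (63.9%). The share of component 1 in Fig. 4A was read as 36%. Linear values of all transcript clusters gave 35.64% and 13.93% for components 1 and 2. The main setting gave 36.19% and 13.84%, so this share does not single out 1 of these settings. The enrichment score of the IL-23 pathway is 0.757 in the paper's Table S6, from the gene set file of the study, against 0.690 here, and the normalized score is 2.18 against 2.03. Of the paper's 73 molecules, 67 of 68 measured passed the thresholds with limma, and 58 with the adjusted p of the methods' test.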

Other observations

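The counts over other splits of the arrays in this part were run after the real counts had been seen. The real split of the 9 arrays called 5223 genes and the highest of the other splits 609, and only 1 of 100 splits, the real one, called as many. Each other split leaves infected and control arrays together in a group, so these counts do not show what chance alone would call. The real split was also the highest for the 534 genes changed more than 2-fold (highest other split 190, 1 of 100 as large), with the same limit. For the 67 of the 73 molecules past the thresholds (highest other 35, 1 of 100 as large) the splits carry no weight, because the study chose these molecules on the same samples. At the preset correlation the real split called 24 lists, 3 of 100 splits called as many and the highest other called 26. Other splits called a median of 10 lists. Many of them share out the infected arrays unevenly, so this median is not a rate of false calls. Splits with 2 infected arrays in each group still called 0 to 14 lists. The splits leave open how much weight a single call at this correlation carries. With an estimated correlation the real split called 8 lists and no other split called any (highest other 0, 1 of 100 as large). The splits cannot settle whether chance is excluded for these counts, since the study chose 3 of the 8 lists on the same samples. The IL-23 list, also among the 8, follows a pathway that the paper singled out on them.

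Genes of the type I interferon response and of MHC class I presentation were more often higher and those of MHC class II presentation more often lower, and each of these calls was lost with an estimated correlation. Of 30 genes of the type I interferon response, 15 were higher and 2, *Stat2* and *Dhx58*, lower (16 and 3 adjusted over the list alone, camera adjusted p = 5.7e-05, and 0.17 with an estimated correlation), among them *Isg15*, a ubiquitin-like protein gene, at 1.47 and *Cmpk2* and *Rtp4* at 1.27 and 1.09. Of 15 genes of MHC class I presentation 9 were higher and none lower (11 higher adjusted over the list alone, camera adjusted p = 8.9e-05, and 0.21 with an estimated correlation), as *Psmb8* of the immunoproteasome at 0.50 and *Tapbp* at 0.48. Of 9 genes of MHC class II presentation 6 were lower and none higher (7 lower and 1 higher adjusted over the list alone, camera adjusted p = 0.0013, and 0.28 with an estimated correlation). *H2-DMa* and *H2-DMb2*, which load peptides, changed by -0.87 and -0.86, and *Ciita*, the master regulator, by -0.78. Over 10 arrays 10, 7 and 0 genes of these lists were higher and 3, 0 and 5 lower.

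Of 28 cell cycle genes 2, *Tyms* and *Bub1b*, were higher and 13 lower (5 and 16 adjusted over the list alone, median -0.29, camera adjusted p = 0.018, and 0.5 with an estimated correlation), with *Ccne2*, a cyclin gene, at -1.27 and *Nusap1*, a spindle gene, at -1.05. The camera call of that list was lost without control array 2 (adjusted p = 0.0795). Of 18 anti-inflammatory regulators 6 were higher and 4, *Zfp36*, *Trem2*, *Klf2* and *Klf4*, lower, also adjusted over the list alone (median 0.06, camera adjusted p = 0.024, 0.096 with an estimated correlation, 0.0597 under quantile normalization and 0.0543 with the dimmest 25% of genes removed), with *Irak3*, a brake on Toll-like receptor signaling, at 1.51. Of 18 genes of Toll-like receptors and their signaling 9 were higher and 4, *Tlr3*, *Tlr4*, *Tlr5* and *Tlr8*, lower, also adjusted over the list alone (camera adjusted p = 0.073, and over 10 arrays 0.0497, or 0.2 with an estimated correlation).

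Of 18 C-type lectin and scavenger receptor genes 9 were higher and 4, *Mrc1*, *Scarb1*, *Axl* and *Mertk*, lower (9 and 5 adjusted over the list alone, camera adjusted p = 0.0065, and 0.24 with an estimated correlation). *Clec4e* and *Clec4d* rose by 2.89 and 2.64, and *Clec4n*, which encodes the protein that the paper names CLEC6A, rose by 0.34 (adjusted p = 0.0074 from limma, and 0.26 over 10 arrays). *Clec10a* had a log2 fold change of -0.33 at 12 h (adjusted p = 0.064 from limma, and 0.04 over 10 arrays). Of 17 complement genes 5, *C2*, *Cfb*, *Itgam*, *Itgax* and *Itgb2*, were higher and 3, *Cfp*, *C5ar1* and *C5ar2*, lower (6 and 4 adjusted over the list alone, camera adjusted p = 0.61), where *C3* was not analysed here. *C5ar2* and *Cfp*, which encode a receptor for C5a and properdin, changed by -1.48 and -1.01. *Gch1*, whose enzyme makes the cofactor of nitric oxide synthase and which the paper names as a protein, rose by 1.53.

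Of 24 lysosomal genes 10 were higher and 4, *Fuca1*, *Ctsh*, *Man2b1* and *Arsb*, lower, also adjusted over the list alone (camera adjusted p = 0.053, and 0.51 with an estimated correlation), and the list was called at the preset correlation when infected array 11 (0.0467) or control array 1 (0.0466), 2 (0.0323) or 5 (0.0367) was left out, with *Ctsk* at 0.98 and *Arsb* at -1.14. Of 34 genes of oxidative phosphorylation 7 were higher and none lower (6 higher adjusted over the list alone, median 0.18, camera adjusted p = 2.7e-04, and 0.45 with an estimated correlation), as *Ndufb9* of complex I at 0.48. Of 21 genes of endoplasmic reticulum stress and folding 10 were higher and none lower (12 higher adjusted over the list alone, camera adjusted p = 4.7e-05, and 0.091 with an estimated correlation), but over 10 arrays 2 were higher, and the calls of *Hyou1*, *Creld2* and *Dnajc3* were lost. Of 61 ribosomal protein genes 11 were higher and 1, *Rpl10l*, lower, also adjusted over the list alone (median 0.04, camera adjusted p = 0.012, 0.46 with an estimated correlation, and 0.846 under quantile normalization). Of 9 caspase genes 2, *Casp1* and *Casp4*, were higher and 4, *Casp2*, *Casp6*, *Casp8* and *Card9*, lower, also adjusted over the list alone (camera adjusted p = 0.43), with *Casp4*, the sensor of bacterial lipopolysaccharide, at 1.28.

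Markers of other cells were mostly not called. Of 10 dendritic cell markers 1, *Batf3*, was higher and 6 lower (2 and 6 adjusted over the list alone, median -0.35, camera adjusted p = 0.11, and over 10 arrays 0.038, or 0.35 with an estimated correlation), with *Cd209a* at -1.42 and *Clec9a* at -1.17. Of 16 epithelial markers 4, *Sftpa1*, *Sftpd*, *Lamp3* and *Etv5*, were higher and 2, *Napsa* and *Cdh1*, lower, also adjusted over the list alone (camera adjusted p = 0.37). Of 10 endothelial markers 2, *Tie1* and *Vwf*, were lower and none higher, also adjusted over the list alone (camera adjusted p = 0.96), with a median of 0.14 and a mean of -0.01. Of 7 eosinophil markers 1, *Ear6*, was higher and 1, *Prg3*, lower, also adjusted over the list alone (camera adjusted p = 0.68). Of 15 T and NK cell markers 2, *Thy1* and *Gzma*, were lower (1 adjusted over the list alone, camera adjusted p = 0.37), and of 8 B cell markers 1, *Cr2*, was lower (0 adjusted over the list alone, camera adjusted p = 0.42). Of red blood cell markers only 2 were measured, *Slc4a1* and *Alas2*, and neither was called (camera adjusted p = 0.89).

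In infected array 14 some lists lay away from the other infected arrays. The median difference was -0.61 on the log2 scale for folding genes, -0.68 for cholesterol synthesis, -0.41 for the type I interferon response, -0.35 for the interferon-gamma response, -0.23 for MHC class I presentation and 0.16 for MHC class II presentation. For antioxidant genes it was -0.03 and for mature neutrophil markers 0.17.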
